# Defective queuosine and i^6^A/ms^2^i^6^A modification of tRNA^Tyr^ cause frameshifting and protein aggregation

**DOI:** 10.1093/nar/gkag664

**Published:** 2026-07-02

**Authors:** Yu Sun, Navpreet Kaur, Hina Zain, Rodrigo Arias-Cartin, Bibek Hamal, Caroline Kühne, Marc Erhardt, Frédéric Barras, Patrick A Limbach, Ann E Ehrenhofer-Murray

## Abstract

Queuosine (Q) modification at the wobble position (Q34) of tRNAs fine-tunes translational speed but is not essential for viability, leaving its physiological role unclear. In bacteria, Q34 is synthesized *de novo*, whereas eukaryotes obtain queuosine (Q) or its precursor queuine (q) from external sources. Q34 uniquely co-occurs with N^6^-isopentenyladenosine (i^6^A) or its derivative 2-methylthio-N^6^-isopentenyladenosine (ms^2^i^6^A) at position 37 of tRNA^Tyr^. We show that loss of Q34 (*∆tgt*) causes a severe growth defect in *Escherichia coli* lacking ms^2^i^6^A due to deletion of the MiaA isopentenyltransferase (*∆miaA*), which is rescued by tRNA^Tyr^ overexpression. Simultaneous absence of Q34 and ms^2^i^6^A37 increases +1 frameshifting at tyrosine codons and promotes protein aggregation, indicating impaired tRNA^Tyr^ function. This functional interplay is evolutionarily conserved: Q34 deficiency aggravates the growth defect of *Schizosaccharomyces pombe* lacking the isopentenyltransferase Tit1 and thus i^6^A. In *S. pombe*, Q34 enhances tRNA^Tyr^ abundance in *tit1∆* cells and reduces i^6^A37 levels in wild-type, revealing reciprocal regulation. Together, these findings demonstrate a synergistic role of Q34 and (ms^2^)i^6^A37 in maintaining translational fidelity and proteostasis, with potential implications for human health when Q availability is limited.

## Introduction

Transfer RNAs (tRNAs) are the most extensively and diversely modified RNAs across all domains of life. Modifications within the anticodon loop fine-tune codon recognition and thereby influence translational speed and fidelity, whereas modifications in the tRNA body support structural stability, folding, localization, and quality control [1]. Deficiencies in tRNA modification are linked to human diseases, including mitochondrial dysfunction, neurodevelopmental disorders, and cancer [2], underscoring their broad biological importance.

Among the tRNA modifications, queuosine (Q) stands out as one of the most complex modifications and is evolutionarily conserved. Q is a hypermodified 7-deaza-guanosine analog found at the Wobble position (position 34) of tRNAs decoding NAC/U codons (asparagine, aspartate, histidine, and tyrosine codons) [3, 4]. Eubacterial Q biosynthesis begins with five consecutive enzymatic steps using GTP to generate the precursor preQ_1_ [5], which is incorporated into tRNAs by the bacterial tRNA-guanine transglycosylase (bTGT) and is ultimately converted to Q [6–9] (Fig. 1A, left). In contrast, eukaryotes lack *de novo* biosynthesis and instead obtain the Q nucleoside and its nucleobase queuine (q) from diet and/or the gut microbiota. Following hydrolysis of Q to release the q base by Qng1 [10, 11], the eukaryotic TGT (a heterodimer of QTRT1 and QTRT2) incorporates q into tRNAs by replacing G34 [12, 13]. Importantly, Q stimulates 5-methyl-cytosine formation at position 38 (m^5^C38) of tRNA^Asp^ in organisms ranging from *Schizosaccharomyces pombe* and *Dictyostelium discoideum* [14] to *Entamoeba histolytica* [15], mice, and human cells [16, 17].

**Figure 1.**
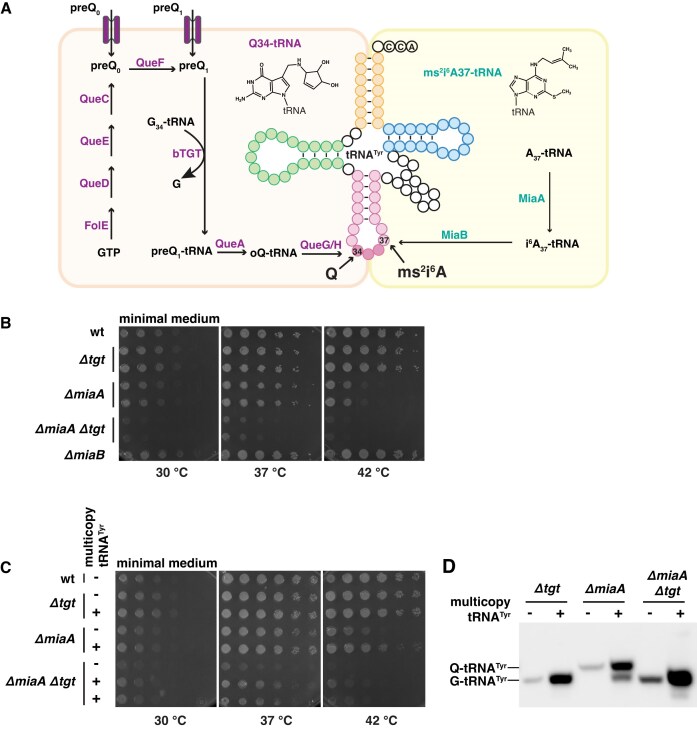
The combined loss of Q34 *(∆tgt*) and ms^2^i^6^A37 (*∆miaA*) causes a growth defect in *E. coli*. (**A**) Schematic of the biosynthetic pathways for queuosine (Q, left) and ms^2^i^6^A modifications (right) on tRNA^Tyr^ in *E. coli*. (**B**) Simultaneous deletion of *tgt* and *miaA* results in a growth defect. The indicated *E. coli* strains were serially diluted 10-fold and spotted on M9 plates supplemented with vitamins and trace elements. Plates were incubated at 30, 37, or 42°C for 18 h. (**C**) The *∆miaA ∆tgt* growth defect is suppressed by overexpression of tRNA^Tyr^. Strains were transformed with either a plasmid expressing tRNA^Tyr^ under the control of the isopropyl β-D-1-thiogalactopyranoside (IPTG)-inducible promoter Ptrc (+) or a vector control (−). Transformants were diluted as in panel (B) and spotted on M9 plates supplemented with vitamins, trace elements, ampicillin, and 0.05 mM IPTG. (**D**) Overexpression of tRNA^Tyr^ in the *E. coli* strains as in panel (C) shows that tRNA^Tyr^ is partially Q-modified in *∆miaA*. APB-Northern blot analysis of tRNA^Tyr^ from the indicated strains grown at 37°C. Q modification causes slower migration in APB gels.

As a conserved Wobble modification, Q fine-tunes translation in an organism- and codon-specific manner. In *S. pombe*, Q accelerates decoding of C-ending codons in tRNA^Asp^ and tRNA^His^, while slowing U-ending codons in tRNA^Asn^ and tRNA^Tyr^ [17]. In *Trypanosoma brucei*, Q-modified tRNAs preferentially decode U-ending codons [18, 19], a preference also observed in human and mouse cells, although the effects vary by cell type [16, 20]. Q modification is dispensable under normal conditions but becomes important in some organisms during stress. It protects *E. histolytica* from oxidative damage by promoting translation of stress response genes [15], and Q levels rise in mammalian cells exposed to arsenite, which supports the translation of proteins involved in energy metabolism [21]. Q deficiency causes a translational imbalance, which in turn triggers mild protein aggregation [16], and in female mice leads to impaired learning and memory [20, 22]. These findings, together with evidence that queuine availability is regulated by the diet and gut microbes, have attracted growing attention to q as a potential therapeutic agent in neurodegenerative and inflammatory diseases [23].

Despite the evolutionarily conserved role of Q modification in translation, Q deficiency causes no or only mild defects. Here, we explored whether the combined absence of Q and a second tRNA modification caused an enhanced cellular defect. A strong candidate is N^6^-isopentenyladenosine (i^6^A) at position 37 of tRNA^Tyr^_GUA_, which lies near Q34. In eukaryotes, i^6^A37 occurs on both cytosolic (cy-) and mitochondrial (mt-) tRNAs, with species-specific differences in the affected tRNA subsets [24]. In bacteria, i^6^A can undergo further methylthiolation to ms^2^i^6^A, which is also present in mammalian mt-tRNAs [25]. These modifications enhance codon–anticodon interactions, suppress frameshifting, and promote stress adaptation by enabling efficient translation of rare-codon regulators such as RpoS [26, 27]. The absence of i^6^A leads to sensitivity to the target of rapamycin (TOR) inhibitor rapamycin and to mitochondrial dysfunction in *S. pombe* [24, 28], and mutations in the human i^6^A37-modifying enzyme TRIT1 result in a mitochondrial disorder characterized by epilepsy, myoclonic jerks, and psychomotor delay [29, 30].

Previous work showed that bacterial *tgt*, which is required for Q34 formation, and *miaA*, which performs i^6^A37 modification leading to ms^2^i^6^A, are both necessary for full expression of the virulence regulator VirF in *Shigella flexneri* [31]. Absence of either gene reduces VirF protein levels without affecting *virF* mRNA levels. It was proposed that *virF* mRNA itself might be Q-modified, since *Escherichia coli* TGT can Q-modify *virF* mRNA *in vitro* [32]. However, whether *virF* mRNA is Q-modified *in vivo* has not been determined.

In this study, we report a strong genetic interaction between Q34 and ms^2^i^6^A/i^6^A37 of tRNA^Tyr^_GUA_. The combined loss of both Q34 and ms^2^i^6^A37/i^6^A37 caused pronounced growth defects in both *E. coli* and *S. pombe*. The simultaneous absence of these modifications increased frameshifting and enhanced protein aggregation in *E. coli*. Interestingly, in *S. pombe*, the presence of Q modification counteracted i^6^A37 installation on tRNA^Tyr^ in wild-type cells and increased tRNA^Tyr^ expression in the absence of i^6^A37. Altogether, our findings show that Q availability becomes crucial when ms^2^i^6^A or i^6^A are deficient. This suggests that queuine availability may become particularly critical for human health when other tRNA modifications are impaired.

## Materials and methods

### Strains and plasmids

All bacterial and yeast strains used in this study are listed in Supplementary Tables S1–S3. *E. coli* deletion mutants and ibpA–msfGFP fusion were generated by λ-Red recombineering as previously described [33] and verified by direct polymerase chain reaction (PCR) of individual colonies. To construct the *ΔmiaA Δtgt* double mutant, the FRT-flanked kanamycin resistance cassette was excised from the *Δtgt* strain by transient expression of FLP recombinase from the temperature-sensitive plasmid pCP20, and the resulting antibiotic-sensitive *∆tgt* strain was used for subsequent *miaA* deletion. To construct the ibpA–msfGFP strain at *ibpA* locus, a FRT–msfGFP flanked kanamycin resistance cassette was amplified from pRACmsfGFP, and the FRT kanamycin resistance cassette was excised using plasmid pCP20. For protein aggregation assays, *Δtgt, ΔmiaA*, and *ΔmiaA Δtgt* mutants were generated in *E. coli* MG1655 background carrying a chromosomally integrated *ibpA*–msfGFP reporter. The *S. flexneri* mutants (*ΔqueC, Δtgt*, and *ΔqueC Δtgt*) were constructed using λ-Red recombineering following the same strategy and antibiotic resistance marker system as described for *E. coli*. All *S. pombe* strains were derived from AEP1 (FY7385, *h^-^ leu1-32 ura4-D18 his3-D3*). The *tit1* (*SPAC343.15*) and *qtr1* (*SPAC1687.19c*) open reading frames were replaced by KanMX and NatMX resistance cassettes, respectively, by homologous recombination.

Plasmids are listed in Supplementary Table S4, and were generated using standard cloning procedures followed by Sanger sequencing. Oligonucleotides used for strain construction and verification are provided in Supplementary Table S5.

### Cell growth assays

*E. coli* strains were grown overnight in LB medium at 37°C. The overnight cultures were then diluted to an optical density at 600 nm (OD_600_) of 0.1 in 5 ml of fresh medium (LB or M9 minimal medium supplemented with 0.4% glucose as the carbon source) and grown at 37°C to an OD_600_ of approximately 0.5. Suspensions of OD_600_ of 0.5 were generated, and 10-fold serial dilutions were spotted on agar plates.

*S. pombe* strains were grown overnight at 30°C in YES or EMM medium with appropriate supplements. The overnight culture was adjusted to an OD_600_ of 2, and 6-fold dilutions were spotted on agar plates. Where indicated, rapamycin supplementation was at a final concentration of 50 ng/ml, and queuine was supplemented at 100 nM.

### Determination of protein aggregation using IbpA–msfGFP

*E. coli* strains were grown in LB at 37°C to mid-log phase (OD_600_ = 0.4–0.6), washed twice in 1 $\times$ PBS, and finally resuspended in 1 $\times$ PBS. Subsequently, 2 µl of cell suspension was immediately transferred to 1% agarose pads (prepared from Invitrogen Ultrapure Agarose in 1 $\times$PBS), placed on a microscopy slide, and mounted with a cover glass (No. 1.5H coverslips, Marienfeld). A Gene Frame (Thermo Scientific) was used to hold the cover glass on the microscopy slide. GFP fluorescence was imaged using a Nikon Eclipse Ti2 inverted microscope equipped with a 100 $\times$ CFI Plan Apochromat Lambda oil-immersion objective, with 488 nm excitation and 100 ms exposure. Images were processed using identical setting.

Background subtraction was performed in Fiji. Cell segmentation was conducted with Omnipose using the *cyto2* model. Foci were quantified in Fiji using the MicrobeJ plugin with Maxima detection and the Point model. For wild-type, *Δtgt*, and *ΔmiaA* mutants, a tolerance value of 300 was applied, whereas for the double knockout strain, which exhibited smaller and more dispersed fluorescence signals, the tolerance was reduced to 200. Only signals with an intensity ≥300 were considered valid foci. Foci numbers were analyzed using custom R scripts. Statistical significance was assessed by one-way ANOVA followed by Tukey’s HSD test. Four biological replicates were analyzed, with >500 cells quantified per cell.

### Small RNA extraction

Small RNAs were extracted according to the manufacturer’s instructions [PureLink™ miRNA Isolation Kit (Invitrogen)] with some modifications. Cells were lysed in 1 ml of TRIzol (Ambion), followed by the addition of 0.2 ml of chloroform and glass beads. The samples were vortexed for 2 min and centrifuged at 16 000 ×* g* for 15 min at 4°C. The upper phase was mixed with 215 μl of absolute ethanol, applied to a spin cartridge, and centrifuged at 12 000 × *g* for 1 min. The flow-through was combined with 700 μl of absolute ethanol, transferred to a fresh spin cartridge, and centrifuged at 12 000 × *g* for 1 min. After washing with the wash buffer from the kit, small RNAs were eluted in 50 μl of diethyl pyrocarbonate (DEPC)-treated water. Small RNAs were deacylated for 30 min at 37°C in 100 mM Tris–HCl (pH 9.0).

### Acryloyl aminophenylboronic acid (APB) gels and Northern blotting

For the detection of Q modification, 300 ng of deacylated small RNAs were mixed with an equal volume of 2 $\times$ RNA loading buffer, denatured at 70°C for 5 min, and resolved on a 12% urea–TBE polyacrylamide gel (7 M urea) containing 5 mg/ml 3-(acrylamido)-phenylboronic acid. Electrophoresis was carried out in 1 $\times$ TBE buffer at 30 mA for approximately 2 h. Following electrophoresis, RNAs were blotted to a Biodyne B Nylon membrane (0.45 μm) in 0.5 $\times$ TBE buffer at 4°C, 150 mA for 90 min. The membrane was first blocked with DIG Easy Hyb buffer (Roche), followed by hybridization overnight at 60°C with a denatured biotinylated probe. The signal was detected using the Chemiluminescent Nucleic Acid Detection Module Kit (Thermo Fisher Scientific). Imaging was carried out using a ChemiDoc Imaging System (Bio-Rad). Probes used in this study are provided in Supplementary Table S6.

### Analysis of ms^2^i^6^A by high-throughput sequencing

#### Sequencing library preparation

ms^2^i^6^A was determined by measuring error incorporation during reverse transcription using the RT-KTq I614Y polymerase. For this purpose, small RNAs were extracted from *E. coli* strains grown in M9 medium at either 37°C or 42°C. Library preparation was carried out based on our previously published protocol [34], with modifications tailored for ms^2^i^6^A modification detection. In brief, 500 ng of deacylated small RNAs were hybridized with 1 μl of 10 μM tRNA^Tyr^ stem-loop primer (Supplementary Table S7) using the following thermocycling program: 95°C for 2 min, 65°C for 30 s, followed by a gradual ramp to 4°C at 5°C per 30 s. After incubation on ice for 1 min, reverse transcription was performed in 20 μl reactions containing 100 μM dA/C/GTP, 12.5 μM dTTP, 100 nM RT-KTq I614Y enzyme, and RT buffer [50 mM Tris–HCl (pH 9.2), 16 mM (NH_4_)_2_SO_4_, 2.5 mM MgCl_2_, and 0.1% Tween-20], and incubation at 55°C for 1 h.

Following reverse transcription, 5 μl of complementary DNA (cDNA) was used for PCR amplification in a 50 μl of reaction containing 0.5 µM forward and reverse primers, 250 μM dNTPs, 2 mM MgCl_2_, 1 $\times$ Taq buffer with KCl, and 1.25 U Taq polymerase (Thermo Fisher). The thermal cycling conditions were 96°C for 3 min, 40 cycles of 96°C for 30 s, 50°C for 45 s, and 72°C for 45 s, followed by a final extension at 72°C for 5 min. 3′-End primers included sample-specific barcodes for multiplexing. PCR products were resolved on a 2% agarose gel and purified using the QIAquick Gel Extraction Kit (Qiagen). The purified PCR products were pooled and submitted for next-generation sequencing (Eurofins). All experiments were performed in three biological replicates.

#### Calibration samples for relative quantification of ms^2^i^6^A

Calibration samples for the relative quantification of ms^2^i^6^A were prepared by mixing small RNAs isolated from the *∆miaA* strain (0% ms^2^i^6^A) with small RNAs from the wt strain (ms^2^i^6^A-containing, absolute modification level unknown) to a final amount of 500 ng. The resulting mixtures contained 0%, 12.5%, 25%, 50%, 75%, and 100% wt-type small RNAs. Sequencing libraries from these calibration samples were prepared using the same protocol as described above. All calibrations were performed in three biological replicates.

#### Data analysis for ms^2^i^6^A detection

For each run, at least 10 million sequencing reads were generated from NGSelect amplicon sequencing. The read length was 151 nt, which is sufficient to cover the entire tRNA sequence. Sequencing reads were initially demultiplexed based on barcode sequences, and high-quality reads were selected using custom R scripts. For alignment, a reference sequence was constructed comprising two *E. coli* tRNA^Tyr^ isodecoders (from Ensembl Bacteria) along with the 3′ and 5′ primer regions. The 3′ and 5′ primer regions were retained during alignment, but barcode positions were substituted with “NNNN” to prevent mismatches across different barcodes from affecting the alignment. Read alignment was carried out using Bowtie2 with parameters -N 1 -L 6 to allow up to one mismatch per 6 nt seed. To assess reverse transcription-derived misincorporation patterns, the misincorporation rate at each nucleotide position was quantified using CoverageAnalyzer [35] on aligned SAM files.

### Analysis of i^6^A by high-throughput sequencing

#### Sequencing library preparation for i^6^A detection

Small RNAs for i^6^A detection were isolated from *S. pombe* strains cultured in YES medium at 30°C, with or without queuosine (final concentration 100 nM). Iodine treatment for the cyclization of i^6^A was carried out according to the IMCRT tRNA-seq method [36]. In brief, deacylated small RNAs were further treated with 0.5 M I_2_ for 20 min on ice. Following iodine treatment, saturated Na_2_S_2_O_3_ was added to the reaction mixture until the solution became colorless. Subsequently, saturated Na_2_CO_3_ was added dropwise until effervescence ceased. Upon completion of the reaction, small RNAs were purified using the RNA Clean & Concentrator Kit (ZYMO Research) according to the manufacturer’s instructions. Iodine-treated samples were then used for sequencing library preparation following the same protocol as described above for ms^2^i^6^A detection. Primers used for i^6^A are listed in Supplementary Table S8.

#### Calibration samples for relative quantification of i^6^A

Calibration samples for the relative quantification of i^6^A were generated by mixing iodine-treated small RNA from the *tit1Δ* strain (grown in YES medium; 0% i^6^A) with iodine-treated small RNA from the wt strain (grown in YES medium; i^6^A-containing, absolute modification level unknown), to a final total of 500 ng RNA per sample. The resulting mixtures were prepared to contain 0%, 30%, 40%, 50%, 60%, 70%, 80%, 85%, 90%, 95%, and 100% wt-type small RNAs. The calibration samples were subsequently used for sequencing library preparation. All calibrations were performed in three biological replicates.

#### Data analysis for i^6^A detection

Data processing for i^6^A detection followed the same pipeline used for ms^2^i^6^A detection in *E. coli* samples using a customized reference sequence composed of *S. pombe* mature tRNA^Tyr^ isodecoders and intron-containing tRNA^Tyr^ isodecoders (PomBase).

#### Detection of preQ_1_-L1 modification in RNAs of *S. flexneri*

To assess Q modification in *S. flexneri virF* mRNA, cells were metabolically labeled with the azide-functionalized preQ_1_ derivative (preQ_1_-L1) [37], followed by CuAAC-mediated fluorescent or biotin labeling.

#### Total RNA extraction

*S. flexneri* strains were grown overnight at 37°C in M9 minimal medium supplemented with vitamins and trace elements, diluted to an OD_600_ of 0.1 in fresh M9 minimal medium supplemented with vitamins, trace elements and 10 μM preQ_1_-L1, and grown at 37°C to mid-log phase. Total RNA was extracted by adding 1 ml of phenol and glass beads. Cells were lysed by vigorous shaking for 5 min, followed by centrifugation at 20 000 ×* g* for 5 min. The aqueous phase was then extracted by adding an equal volume of phenol/chloroform/isoamyl alcohol and centrifuged at 20 000 ×* g* for 5 min. The upper phase was further purified by mixing with an equal volume of chloroform, followed by centrifugation at 20 000 ×* g* for 5 min. RNAs were precipitated at −80°C for at least 1 h with 0.7 volume of isopropanol. The RNA pellet was washed with 70% ethanol, air dried, and resuspended in DEPC-treated water.

### CuAAC click reaction

10 μg of total RNA was incubated for 2 h at 25°C in the dark in 50% dimethyl sulfoxide (DMSO) containing 5 mM tris(3-hydroxypropyltriazolylmethyl)amine (THPTA), 5 mM sodium ascorbate, 0.5 mM CuSO_4_, and 50 μM AlexaFluor 594 alkyne or biotin-PEG4-alkyne (Thermo Fisher Scientific). Labeled RNA was ethanol-precipitated, washed twice with 70% ethanol, and resuspended in DEPC-treated water.

### Detection of preQ_1_-L1 incorporation by denaturing PAGE

RNA labeled with AlexaFluor 594 alkyne was analyzed by denaturing polyacrylamide gel electrophoresis. Samples were separated on a 10% polyacrylamide gel containing 8 M urea in 1 $\times$ TBE buffer. Fluorescently labeled RNA was visualized using the Typhoon 9500 (GE Healthcare) with 532 nm laser excitation. To visualize total RNA, the gel was subsequently stained with SYBR gold nucleic acid stain (Thermo Fisher Scientific) for 10 min and imaged using the Typhoon scanner.

### Detection of preQ_1_-L1 incorporation by RNA immunoprecipitation combined with RT-qPCR

Beads were washed and equilibrated in B&W buffer, incubated with 3 µg of biotin-labeled RNA at room temperature for 1 h, washed twice with 1 $\times$ B&W buffer, and bound RNA was eluted in nuclease-free water at 95°C for 10 min. Input (pre-purification) and IP (post-purification) RNA were subjected to RT-qPCR. cDNA was synthesized from 300 ng RNA using SuperScript III and stem-loop primers listed in Supplementary Table S9. qPCR was performed using SYBR Green Master Mix with 95°C for 2 min, 40 cycles of 95°C for 10 s, 58°C for 15 s, and 72°C for 20 s, followed by melting curve analysis.

### Detection of Q modification in *virF* mRNA by RT-KTq I614Y

Q modification in *virF* mRNA was analyzed by RT-KTq I614Y-mediated amplicon sequencing as described above, using 500 ng of total RNA and stem-loop primers listed in Supplementary Table S9. Reverse transcription was performed with 100 µM each dNTP, or with reduced dCTP concentrations of 25, 12.5, or 6.25 µM where indicated. Primers annealing to the 3′-end contained barcoded sequences for multiplexing of PCR products. Libraries for HTS were generated as above, and analysis of the resulting products was performed as described above for ms^2^i^6^A and i^6^A detection.

### tRNA nucleoside analysis

For nucleoside analysis by LC-MS/MS, 4 µg of total tRNAs were digested in a mixture containing 24.8 mM NH_4_OAc (pH 5), 22 μM ZnCl_2_, 0.3 U nuclease P1, and 0.1 U snake venom phosphodiesterase. The mixture was incubated at 37°C for 2 h. FastAP thermosensitive alkaline phosphatase (1 U) and FastAP reaction buffer were then added with additional incubation at 37°C for 1 h. After incubation, the digested samples were dried with a SpeedVac concentrator (Thermo Fischer Scientific). Samples were analyzed on a TSQ Quantiva Triple Quadrupole mass spectrometer (Thermo Fischer Scientific) in positive ion mode. Nucleosides were separated by reversed phase-liquid chromatography using a HSS T3 column (1 $\times$ 100 mm, 1.8 μm particle; Waters Corporation, Milford, MA, USA). The column was operated at 30°C with a flow rate of 0.1 ml/min using 5.3 mM NH_4_OAc in water (pH 4.5) as mobile phase A (MPA) and 40% ACN with 5.3 mM NH_4_OAc as mobile phase B (MPB). The gradient of MPB was as follows: 0% from 0 to 7.6 min, 2% at 15.7 min, 3% at 19.2 min, 5% at 25.7 min, 25% at 29.5 min, 50% at 32.3 min, 75% at 36.4 min to 36.6 min, 99% from 39.6 min to 46.8 min, and back to 0% at 46.9 min. Sheath gas, auxiliary gas, and sweep gas at the ionization source were set to 30.0, 5.0, and 0.0 (au), respectively. The spray voltage was 3500 V, ion transfer tube temperature was 290.0°C, and vaporizer temperature was 150°C. Data were acquired via Selected Reaction Monitoring (SRM) mode using the parameters in Supplementary Table S10. Three technical replicates were analyzed for each sample. Nucleoside identification was based on the molecular ion (MH+), nucleobase product ion (BH2+), and appropriate chromatographic retention time. Data analysis and interpretation was performed using Xcalibur software (Thermo Fisher Scientific).

### tRNA oligonucleotide analysis

For oligonucleotide analysis by LC-MS/MS, 4 µg of isolated total tRNAs were suspended in water and denatured at 95°C for 2 min and then immediately cooled at 4°C. RNase T1 (50 U/µg) (Worthington Biochemical) was used for digestion in 110 mM ammonium acetate buffer. The samples were incubated at 37°C for 2 h, dried in a SpeedVac concentrator (Thermo Fischer Scientific), and dissolved in mobile phase A for analysis. LC-MS/MS analyses were performed using an Ultimate 3000 Ultra-High-Performance Liquid Chromatography (UHPLC, Thermo Scientific) coupled with a Waters Synapt G2-S (Quadrupole time-of-flight, Q-TOF) mass spectrometer operating in negative ion mode. Oligonucleotides are separated by ion-pair reversed phase chromatography using mobile phase A [8 mM triethylamine (TEA) and 200 nM hexafluoroisopropanol (HFIP), pH 7.8 in water] and mobile phase B [8 mM TEA and 200 mM HFIP, pH 7.8 in methanol] at 60°C. The column used for separation was a nanoEase peptide BEH C18 column (300 µm $\times$ 150 mm, 1.7 µm particle size, 130 Å, Waters Corporation). The gradient includes the initial hold for 2 min at 3% B for sample to load, followed by a ramp to 55% B at 70 min, ramping to 99% with a 5 min hold at 99% B and re-equilibration at 3% B for 30 min. The flow rate was 5 µl min^−1^. The ESI parameters were 2.5 kV source voltage, 30 V sample cone, source and desolvation temperatures were 120°C and 400°C, respectively, and cone and desolvation gas flow rates were 50 and 800 L h^−1^, respectively. A scan range of 545–2000 *m/z* (0.5 s) was employed for first-stage (MS) data acquisition and 250–2000 *m/z* (1 s) for second (MS/MS)-stage data acquisition. The top three most abundant ions in the first stage were chosen to face fragmentation for MS/MS using an *m/z*-dependent collision energy profile (20–23 V at *m/z* 545; 51–57 V at *m/z* 2000) before exclusion for 60 s using the dynamic exclusion feature. Mongo Oligo mass calculator (https://mstoolbox.github.io/mongo/) was used to predict the *m/z* values for RNase T1 digestion products and expected MS/MS fragmentation patterns. Data were interpreted and analyzed using Masslynx software (Waters).

## Results

### Absence of both Q34 and ms^2^i^6^A37 modification causes a pronounced growth defect in *E. coli*

In *E. coli*, bTGT incorporates preQ_1_ into Q-tRNAs, which are further modified to mature Q. Among the four Q-tRNAs, tRNA^Tyr^ is modified at the nearby position 37 to i^6^A by MiaA and then to ms^2^i^6^A37 by MiaB (Fig. 1A, right; see Supplementary Fig. S1 for co-occurrence of Q34 and ms^2^i^6^A37 on *E. coli* tRNA^Tyr^ by LC-MS/MS oligonucleotides analysis). To evaluate a possible interplay between Q34 and ms^2^i^6^A37, we investigated whether the absence of both Q and ms^2^i^6^A leads to a growth defect in *E. coli*. For this purpose, growth assays were performed using *E. coli* strains that were wild-type (wt), lacked either Q34 or ms^2^i^6^A37 modification (*∆tgt* or *∆miaA*), or strains lacking both Q34 and ms^2^i^6^A37 modification (*∆miaA ∆tgt*). As expected, *∆miaA*, but not wt or *∆tgt*, showed a growth defect at elevated temperatures (Fig. 1B) [38]. Strikingly, deletion of both *tgt* and *miaA* caused a strong temperature-sensitive growth defect on minimal medium (Fig. 1B), thus showing a genetic interaction between *tgt* and *miaA*. A mild growth defect of *∆miaA ∆tgt* was also observed on rich medium (Supplementary Fig. S2A). Furthermore, expression of *tgt* or *miaA* in *trans* complemented the growth defect of the *∆miaA ∆tgt* double mutant, and *tgt* restored Q modification of tRNA^Tyr^ (Supplementary Fig. S2B–D). Of note, *miaA* expression enhanced, rather than decreased, the growth defect of *∆miaA* alone, as has been reported earlier [38]. Taken together, these results showed that the combined absence of *tgt* and *miaA*, and thus Q34 and ms^2^i^6^A37 modification on tRNAs, strongly compromises *E. coli* growth.

### Growth defect of *∆miaA ∆tgt* is due to deficient tRNA^Tyr^ modification

In some instances, the growth defects observed in mutants lacking tRNA-modifying genes can be rescued by overexpression of the corresponding tRNAs [39]. Since tRNA^Tyr^ is the only common substrate of MiaA and bTGT, we next examined whether its overexpression could rescue the growth defect of *∆miaA ∆tgt*. Importantly, tRNA^Tyr^ overexpression partially suppressed the growth defect of *∆miaA ∆tgt* and *∆miaA* (Fig. 1C). Plasmid-based tRNA^Tyr^ was overexpressed ~10-fold, as determined by Northern blotting of a gel containing acryloylaminophenyl boronic acid (APB), which causes slower migration of Q-modified tRNAs [40]. Of note, overexpressed tRNA^Tyr^ in *∆miaA* was not fully Q-modified, indicating a limiting capacity of the Q modification pathway in this context (Fig. 1D; exposure was adjusted to show the level of tRNA^Tyr^ overexpression, c.f. Supplementary Fig. S2D). However, the aminoacylation level of tRNA^Tyr^ was unaffected by overexpression or Q/ms^2^i^6^A modification (Supplementary Fig. S2E). Taken together, this showed that the growth defect of *∆miaA ∆tgt* stems primarily from impaired tRNA^Tyr^ function due to the combined loss of both Q34 and ms^2^i^6^A37 modifications in the anticodon loop.

### *∆miaA ∆tgt* disrupts translational fidelity and enhances protein aggregation in *E. coli*

The bulky ms^2^i^6^A modification at position 37 lies immediately 3′ to the GUA anticodon in tRNA^Tyr^, and it compensates for the weaker A-U base-pairing at position 36, thus stabilizing the codon–anticodon interaction and preventing ribosome slippage and frameshifting during translation [41]. The absence of Q34 (*∆tgt*) mildly increases frameshifting at the U-ending codons for tyrosine (Tyr) and histidine (His) in some sequence contexts [42]. Given the growth defect of *E. coli* in the absence of Q34 and ms^2^i^6^A37, it was of interest to investigate whether their combined absence enhanced frameshifting by tRNA^Tyr^.

For this purpose, we adopted a dual-luciferase reporter assay, a gene fusion of *Renilla* luciferase (R-Luc) with Firefly luciferase (F-Luc), for expression in *E. coli* [18]. The translation of the downstream F-Luc depends on a programmed +1 frameshift between the two genes (Fig. 2A). Frameshifting efficiency was quantified as the normalized F-Luc/R-Luc luminescence ratio of the +1 frameshift construct relative to an in-frame control. Reporters carrying either UAU or UAC Tyr test codons at the shift site were introduced into wt, *∆tgt, ∆miaA*, and *∆miaA ∆tgt* strains. Interestingly, *∆tgt* (absence of Q34) increased frameshifting by 36.5% at the UAC codon (*P* = 0.0129) and by 31.4% at the UAU codons (*P* = 0.1514) compared to wt, though statistical significance was only observed for the UAC codon (Fig. 2B). Furthermore, *∆miaA* (absence of ms^2^i^6^A) showed a mild reduction in frameshifting in this assay that was not statistically significant. Importantly, *∆miaA ∆tgt* caused a pronounced increase in frameshifting of 105.6% at the C-ending Tyr codon (*P* < 0.0001) and 75.9% at the U-ending Tyr codon (*P* = 0.0010). This shows that the simultaneous absence of Q34 and ms^2^i^6^A37 in tRNA^Tyr^ synergistically enhances frameshifting at Tyr codons.

**Figure 2.**
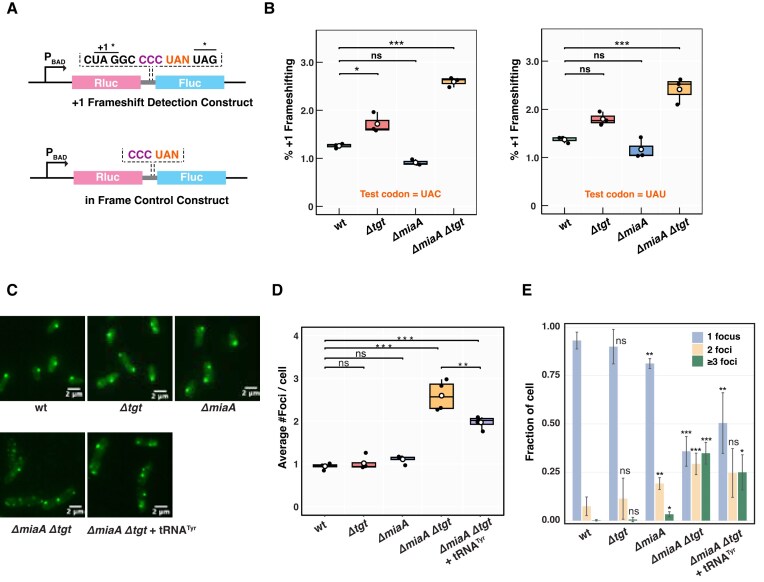
*∆miaA ∆tgt* causes enhanced frameshifting at tyrosine codons and protein aggregation in *E. coli*. (**A**) Schematic of the +1 frameshifting assay using a dual-luciferase reporter. The test codon (UAN) is either the UAU or the UAC tyrosine codon. The in-frame control construct, which lacks a frameshifting window, was used for normalization. R-luc, Renilla luciferase; F-luc: Firefly luciferase. The constructs were expressed under the control of the arabinose-inducible promoter P_BAD_. (**B**) Frameshifting ratios of wt and deletion strains. Individual data points (black dots) represent measurements from three independent transformants, each analyzed in duplicate biological replicates. Open circles indicate group means. Statistical significance was determined by ANOVA with Sidak post hoc tests (ns: *P* > 0.05, *: *P* ≤ 0.05, ***: *P* ≤ 0.001). (**C**) Representative fluorescence images of *E. coli* strains carrying the IbpA–msfGFP reporter, a sensor of misfolded and aggregated proteins. The IbpA–msfGFP reporter is expressed from its native promoter at the endogenous chromosomal locus. Strains were grown in LB medium and suspended in phosphate-buffered saline (PBS); scale bars: 2 μm. (**D**) Quantification of the average number of IbpA–msfGFP foci per cell. Each black dot represents an independent biological replicate (500 cells per data point, *n* = 4). Open circles indicate group means. Statistical significance as in panel (B) (ns: *P* > 0.05, **: *P* ≤ 0.01, ***: *P* ≤ 0.001). (**E**) Distribution of foci counts per cell (same data as in D). Bars represent the mean fraction of cells containing 1, 2, or 3 foci per cell, and error bars indicate the standard deviation (*n* = 4). Statistical comparisons for each foci category were performed against the corresponding wt category. Statistical significance: ns, *P* > 0.05; *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001).

Based on the elevated frameshifting observed in *∆miaA ∆tgt*, we next asked whether the reduced translational fidelity leads to protein aggregation. To this end, we employed a chromosomal fluorescent reporter of IbpA (IbpA–msfGFP under the endogenous promoter) as a marker for misfolded and aggregated polypeptides [43]. Foci of IbpA protein aggregates were observed in all strains upon nutrient deprivation (Fig. 2C). However, there was a strikingly different aggregation pattern in *∆miaA ∆tgt* compared to the single mutants and the wt strain (Fig. 2C). While wt, *∆tgt*, and *∆miaA* strains typically exhibited a single large focus per cell, *∆miaA ∆tgt* frequently contained multiple smaller foci. Quantitative analysis revealed an average of about 2.60 ± 0.36 foci per cell in the *∆miaA ∆tgt* strain, compared to approximately one in the other strains (Fig. 2D). Furthermore, distribution analysis revealed that wt and *∆tgt* cells were predominantly characterized by single-focus patterns (wt: 93 ± 4%; *∆tgt: 90* ± 9%), whereas *∆miaA* cells exhibited a modest shift toward two foci (19 ± 3%). Notably, *∆miaA ∆tgt* exhibited a profoundly altered distribution, with approximately 36 ± 8% of cells harboring one focus, 29 ± 6% harboring two, and 35 ± 6% harboring three or more foci (Fig. 2E). In the same assay, overexpression of tRNA^Tyr^ in *∆miaA ∆tgt* caused a partial suppression of the protein aggregation defect, with more cells (50 ± 16%) containing a single focus. Quantification revealed that the number of foci per cell (1.98 ± 0.15) was significantly reduced compared to the *∆miaA ∆tgt* strain without tRNA^Tyr^ overexpression, yet remained higher than in wt or either single mutant (Fig. 2E). Of note, IbpA was decreased rather than increased in *∆tgt ∆miaA* (Supplementary Fig. S2F), showing that the increased number of foci was not a result of increased IbpA expression. Taken together, the increased protein aggregation in the *∆miaA ∆tgt* double mutant, which lacks Q and ms^2^i^6^A modifications of tRNA^Tyr^, indicates that the absence of these tRNA modifications in tRNA^Tyr^ causes impaired maintenance of proteome homeostasis due to a defect in translation.

### *virF* mRNA is not Q-modified by bTGT in *Shigella flexneri*

The genetic interaction observed above between *∆tgt* and *∆miaA* suggested that Q34 and ms^2^i^6^A jointly support translation fidelity. This was particularly interesting in light of the observation that both genes are required for efficient translation of the VirF virulence protein in *S. flexneri*. One explanation is that bTGT directly modifies *virF* mRNA *in vivo*. Indeed, bTGT as previously been shown to Q-modify *virF in vitro* [32]. We, therefore, evaluated its modification status *in vivo*. Using a clickable preQ_1_ derivative [37], we confirmed modification of *virF* by bTGT *in vitro* (Supplementary Fig. S3A). Providing the preQ_1_ derivative to *S. flexneri* readily showed *in vivo* incorporation into tRNAs, but no incorporation into *virF* was detected (Supplementary Fig. S3B and C). Similarly, the detection of Q modification by error incorporation upon reverse transcription [34] revealed Q modification of *virF* by bTGT *in vitro*, but not *in vivo* (Supplementary Fig. S3C and D), showing that under physiological conditions, *virF* mRNA is unlikely to be a functionally relevant bTGT target. Thus, the reported dependence of VirF translation on TGT and MiaA is more consistent with an effect through tRNA-dependent translation than an effect via Q modification of *virF* mRNA.

### Combined loss of Q34 and i^6^A37 in *S. pombe* causes sensitivity to rapamycin

We next asked whether the genetic interaction between Q34 and i^6^A37 is conserved in eukaryotes by investigating the effect of their absence in the fission yeast *S. pombe*. Unlike bacteria, *S. pombe* depends on exogenous queuine supplementation, which is incorporated into the Q-tRNAs at position 34 by the heterodimeric eTGT complex (Qtr1/Qtr2 in *S. pombe*) [44, 45]. The i^6^A37 modification is introduced by the Tit1 isopentenyl transferase (Fig. 3A; *S. pombe* has no ms^2^i^6^A37 on tRNA^Tyr^, as confirmed by LC-MS/MS, Supplementary Fig. S4). Growth assays were performed with wt, *qtr1Δ, tit1Δ*, and the *qtr1Δ tit1Δ* double mutant in the presence or absence of rapamycin, with or without q supplementation. Rapamycin inhibits the mTOR signaling cascade to reduce global protein synthesis, but its effect in *S. pombe* is attenuated because TORC1 activity is only partially suppressed [46]. However, loss of Tit1, which eliminates i^6^A37, increases rapamycin sensitivity in *S. pombe* by impairing translational fidelity [28]. Thus, rapamycin was used as translation-related stress condition to test whether defects caused by loss of tRNA modifications are exacerbated when translational homeostasis is challenged. In the presence of q, *qtr1Δ* showed no growth defect, whereas *tit1Δ* displayed increased sensitivity to rapamycin, as expected [28] (Fig. 3B). Importantly, the *qtr1Δ tit1Δ* double mutant exhibited a pronounced growth defect across all temperatures. In contrast, without q, *tit1Δ*, and *qtr1Δ tit1Δ*, which lack both i^6^A37 and Q34, were equally hypersensitive to rapamycin (Fig. 3B). This shows that Q modification ameliorates the growth defect of *tit1∆*. In the absence of rapamycin, *tit1∆* showed mild temperature sensitivity that was marginally suppressed by q supplementation, showing that the growth defect was enhanced by rapamycin (Supplementary Fig. S5).

**Figure 3.**
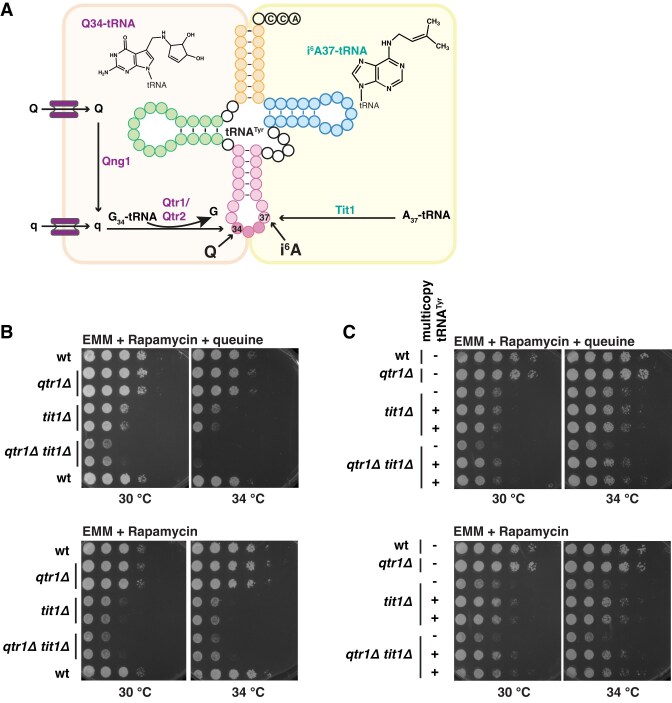
Absence of Q34 modification exacerbates the growth defect of *S. pombe tit1∆* cells, which lack i^6^A37. (**A**) Schematic overview of the biosynthetic pathways for Q (left) and i^6^A modifications (right) on tRNA^Tyr^ in *S. pombe. S. pombe* lacks de novo Q biosynthesis pathway and instead salvages Q and q from the environment. (**B**) Abrogation of Q modification in *tit1∆* causes a strong rapamycin-sensitive growth defect. Serial dilutions of *S. pombe* strains were spotted on minimal medium (EMM) containing rapamycin (50 ng/ml), either with (top) or without (bottom) queuine supplementation (100 nM), and plates were incubated at 30°C or 34°C for 4 days. (**C**) Overexpression of tRNA^Tyr^ partially rescues the rapamycin sensitivity of *qtr1Δ tit1Δ* and *tit1∆*. Strains were transformed with tRNA^Tyr^ plasmid (+) or an empty vector (−). Spot assays were performed as described in panel (B).

We further tested whether defective tRNA^Tyr^ was responsible for the rapamycin sensitivity of *qtr1Δ tit1Δ*, as was the case in *E. coli*. Indeed, overexpression of tRNA^Tyr^ partially suppressed the growth defect of *qtr1Δ tit1Δ* (Fig. 3C). The modest suppression may be explained by the observation that overexpression of tRNA^Tyr^ was ~2-fold (Supplementary Fig. S6A). Notably, the endogenous level of tRNA^Tyr^ was not significantly reduced in *qtr1Δ tit1Δ* cells (Supplementary Fig. S6B). Furthermore, the level of aminoacylation was unaffected by overexpression or the absence of Q and i^6^A (Supplementary Fig. S6C). Taken together, these results showed that the loss of Q34 exacerbates rapamycin sensitivity in *S. pombe* cells lacking i^6^A37, and the defect is compensated by increasing the levels of tRNA^Tyr^, the only tRNA carrying both modifications. This highlights a conserved genetic interaction between Q34 and ms^2^i^6^A/i^6^A37 that extends beyond *E. coli* to eukaryotes.

### Queuosine modification causes overexpression of tRNA^Tyr^ in *S. pombe* cells lacking i^6^A

Given the cellular defect in the absence of both Q34 and i^6^A37 in *S. pombe*, it was of interest to investigate the level of both modifications in tRNA^Tyr^. Also, previous studies have demonstrated that the Q34 modification stimulates the formation of m^5^C38 in tRNA^Asp^ by the DNMT2 methyltransferase in eukaryotes [14, 16, 17, 47]. Interestingly, Q34 and ms^2^i^6^A37 occupy relative positions within the anticodon loop of tRNA^Tyr^ that are similar to those of Q34 and m^5^C38 in tRNA^Asp^. This structural resemblance prompted us to investigate whether Q34 and i^6^A37 might similarly engage in a modification circuit, in that the presence or absence of one modification could influence the formation of the other modification.

To determine Q modification levels, APB Northern blotting for tRNA^Tyr^ was performed in wt, *tit1∆, qtr1∆* and *qtr1∆ tit1∆* after treatment with q. This showed that tRNA^Tyr^ was fully Q-modified in both wt and *tit1Δ*, indicating that Q34 incorporation on tRNA^Tyr^ occurs independently of i^6^A37 (Fig. 4A and Supplementary Fig. S6D). Unexpectedly, however, we observed a marked increase of tRNA^Tyr^ levels in *tit1Δ* cells. Normalization to tRNA^Asp^, a Q-modified tRNA that does not carry i^6^A37, revealed that the tRNA^Tyr^ levels in *tit1Δ* were ∼6.7-fold higher than in wt, and the increased level was abrogated by *qtr1∆* and thus loss of Q34 modification. This observation was surprising and suggested that yeast cells compensate for the absence of i^6^A37 in Q-modified tRNA^Tyr^ by increasing its abundance.

**Figure 4.**
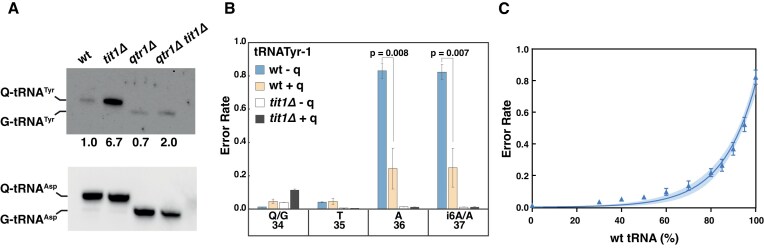
Queuosine modification causes overexpression of tRNA^Tyr^ in *S. pombe*, and Q34 inhibits i^6^A modification in tRNA^Tyr^. (**A**) APB Northern blot analysis reveals Q-dependent overexpression of tRNA^Tyr^ in *tit1*∆. Strains were cultured with q at 30°C, and small RNAs were analyzed by APB Northern blot using a probe for tRNA^Tyr^. Detection of tRNA^Asp^ was used as a loading control. Relative tRNA^Tyr^ levels were normalized to tRNA^Asp^ levels. Values below each lane represent the expression level of tRNA^Tyr^ relative to that of wt (set as 1). Biological replicates are shown in Supplementary Fig. S6D. (**B**) Q modification reduces the i^6^A37 level in tRNA^Tyr^ by approximately 17.5%. Misincorporation profiles of tRNA^Tyr^ were generated from iodine-treated small RNA samples using RT-KTq I614Y. The respective strains were cultured in rich medium with (+q) or without (−q) queuine (*n* = 3). (**C**) Calibration samples, generated by mixing RNA from wt-q and *tit1Δ*-q samples at defined ratios (*x*-axis, fraction of wt), were used to establish a quantitative relationship between misincorporation rate at position 37 and i^6^A levels relative to wt-q. The curve represents an exponential fit (*R*^2^ = 0.9825), with shaded areas indicating the 95% confidence interval.

### Queuosine reduces i^6^A37 modification of tRNA^Tyr^ in *S. pombe*

To examine whether Q34 influences i^6^A37 modification on tRNA^Tyr^, we adapted an iodine-mediated cyclization and reverse transcription tRNA-seq method by employing the error-prone RT-KTq I614Y polymerase [34] in place of Induro polymerase used in the earlier study [36]. 

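Small RNA was taken from S. pombe wild type (wt) and tit1Δ, which lacks the enzyme that makes i6A37, grown in YES medium at 30°C without (−q) or with (+q) 100 nM queuine. Iodine treatment cyclized the isopentenyl group of i6A, the RNA was reverse transcribed with RT-KTq I614Y, and the cDNA was amplified by PCR and sequenced. Each of the 4 groups had 3 libraries. A further 25 libraries came from mixtures of wt−q and tit1Δ−q RNA with 30, 40, 50, 60, 70, 80, 85, 90 or 95% wt RNA, with 2 libraries each at 30% and 40% and 3 at the other shares. The authors sorted the reads by barcode, selected them for quality and aligned them with Bowtie2 to a reference of the tRNA Tyr isodecoders. With CoverageAnalyzer they then counted, for each library and isodecoder, the reads that cover each position and the reads with each base. They also deposited the mismatch ratio of each position. Nothing was normalized, and the methods name no removal of PCR duplicates.
Depth differed between the groups. The wt+q libraries held 1898, 231 and 3756 reads of both mature isodecoders together, against 10420 to 21272 in wt−q (median 11627), 94032 to 120376 in tit1Δ−q (median 95180), 36424 to 87581 in tit1Δ+q (median 61516) and 15384 to 145664 in the mixtures (median 77037). The error rate used here is the authors' deposited ratio, 1 minus the share of reads with the reference base, in percent. It counts a read that covers a position without a base there as an error. The definition first planned was the share of other bases among called bases. It was replaced after the files had been read, because the deposited ratio is the study's own measure. Values under the planned definition are given at A37 and in the position scans for wt+q and the E. coli Q mutants. Intervals are 95% Wilson intervals, which cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Groups were compared by exact permutation tests, two-sided, in which 3 libraries against 3 cannot give a p below 0.1.
In the annotation of S. pombe assembly ASM294v3, 4 nuclear tRNA Tyr genes lie on the + strand: SPATRNATYR.01 on chromosome I from 1746464 to 1746547, and on chromosome II SPBTRNATYR.02 from 1598511 to 1598594, SPBTRNATYR.03 from 1643849 to 1643932 and SPBTRNATYR.04 from 3814558 to 3814641. Each has an exon of 38 nt, an intron of 10 nt and a second exon. A37 is the last base of the first exon, at 1746501, 1598548, 1643886 and 3814595. The spliced sequence of the first 3 genes is tRNA Tyr-1 and that of SPBTRNATYR.04 is tRNA Tyr-2. The anticodon arm from position 27 to 43, written as DNA, is CCCGGCTGTAAACCGGT in tRNA Tyr-1 and TCCGGCTGTAAACCGGT in tRNA Tyr-2. In the mature sequence between the primers the isodecoders differ by C28T, where nucleotides are counted from 1 at the 5′ end of the tRNA.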

Application of this method revealed high misincorporation rates at nucleotides A36 and i^6^A37 in wt, whereas *tit1Δ* caused a low error rate at these positions, showing that the misincorporation by the RT-KTq I614Y polymerase depended on i^6^A37 modification (Fig. 4B).

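In tRNA Tyr-1, the error rate at A37 was 82.2% ± 4.48 (SD, n = 3 libraries) in wt−q and 1.14% ± 0.0873 (SD, n = 3) in tit1Δ−q, a difference of -81.1 percentage points (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). At A36 it was 83.0% ± 4.64 in wt−q and 1.37% ± 0.0679 in tit1Δ−q (SD, n = 3 each), a difference of -81.6 points (exact permutation test, p = 0.1). Each wt−q library lay far above each tit1Δ−q library at both positions. In tit1Δ+q the A37 rate was 1.16% ± 0.234 (SD, n = 3). Most of the errors were reads without a base: they made up 99.0% of the errors at A37 in wt−q. Among called bases alone, the share of other bases at A37 of wt−q was 4.65% ± 0.880, and the difference of tit1Δ−q from it was -4.16 points (exact permutation test, p = 0.1). At A36 the same difference was -0.437 points (exact permutation test, p = 0.2).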

Surprisingly, we consistently observed a markedly lower error rate in q-treated compared to non-treated wt cells, suggesting reduced i^6^A levels upon q treatment. Therefore, for quantitative assessment, we established a calibration curve by sequencing defined mixtures of tRNA from wt (harboring an unknown absolute level of i^6^A37 in tRNA^Tyr^) with *tit1Δ* (carrying exclusively unmodified A37) under q-free conditions. This enabled us to correlate the error rate at position 37 with i^6^A modification levels relative to wt, which showed a non-linear relationship (Fig. 4C and Supplementary Fig. S7A). 

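The error rate at A37 of tRNA Tyr-1 in wt+q was 24.8% ± 11.7 (SD, n = 3 libraries), which is -57.4 percentage points from wt−q (exact permutation test, two-sided, p = 0.1, the smallest p possible). The wt+q libraries had 17.6% (95% Wilson interval 15.5 to 19.9, 1143 reads), 18.5% (12.5 to 26.4, 119 reads) and 38.3% (36.3 to 40.4, 2125 reads), so the spread between them exceeds counting error. The wt−q libraries had 77.1%, 84.1% and 85.4%. At A36, wt+q had 24.3% ± 12.3 (SD, n = 3), a difference of -58.7 points from wt−q (exact permutation test, p = 0.1). With each library left out in turn, the difference at A37 lay between -64.2 and -53.8 points. The size of the difference depends on how reads without a base are treated. Over called bases only, the error rate at A37 in wt+q was 2.34% ± 2.23 (SD, n = 3), and the difference from wt−q was -2.31 points (exact permutation test, p = 0.3). At A36 it was -0.217 points (exact permutation test, p = 0.7). The ratio of reads without a base at T35 to those without a base at A37 also differed: it was 0.130 to 0.235 in the wt+q libraries and at most 0.0575 in the 24 libraries of wt−q and of the mixtures with at least 50% wt RNA. That set of libraries was chosen after the values were seen, and it leaves out tit1Δ−q and tit1Δ+q, in which at most 1.02% of the reads lack a base at 37 and the ratio was 0.0927 to 0.121 and 0.143 to 0.180.

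**Figure D1:**
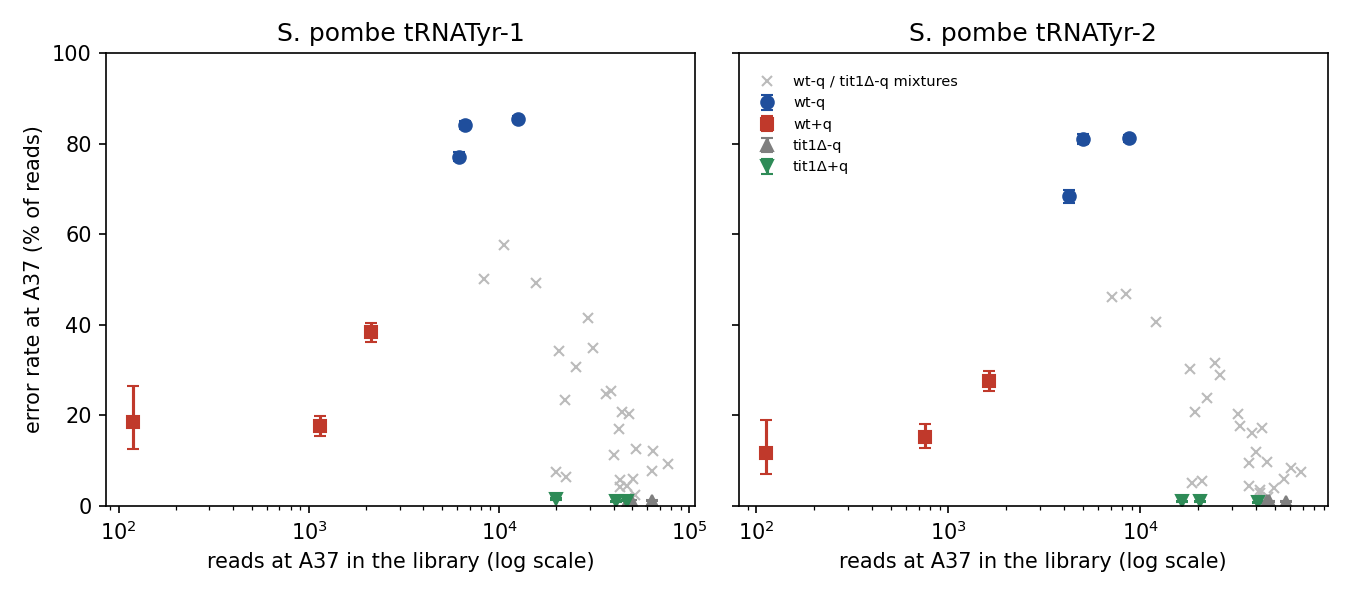
Error rate at A37 (percent of reads, vertical axis) against the number of reads covering A37 in the library (log scale, horizontal axis), for S. pombe tRNA Tyr-1 (left) and tRNA Tyr-2 (right). Each point is 1 library, bars are 95% Wilson intervals for the strains, and crosses are mixtures of wt−q and tit1Δ−q RNA. In tRNA Tyr-1 the wt+q libraries lie between 17.6% and 38.3% with 119 to 2125 reads, below each wt−q library in error rate and in reads.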

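For the calibration, y = a·exp(k·x) was fitted by nonlinear least squares to the error rates at A37 of 31 libraries, which are the mixtures with 9 shares of wt RNA, tit1Δ−q as 0% and wt−q as 100%. In tRNA Tyr-1, k was 6.70, a was 0.0965% and R² was 0.973. The mean error rate was 6.46% ± 0.862 (SD, n = 3 libraries) at 50% wt RNA, 21.9% ± 2.50 (SD, n = 3) at 80%, 36.9% ± 4.02 (SD, n = 3) at 90% and 52.3% ± 4.53 (SD, n = 3) at 95%. The fitted curve passes through 2.75% at 50% and 78.3% at 100% wt RNA, so it lies under the measured means at both shares. A straight line fitted to the same libraries gave an R² of 0.604.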

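Read off the fitted curve one library at a time, the wt+q libraries of tRNA Tyr-1 had i6A37 levels of 77.7%, 78.4% and 89.3% of wt−q. The mean was 81.8% ± 6.50 (SD, n = 3 libraries), a reduction by 18.2%. The wt−q libraries read off the same curve gave 100.7% ± 0.825 (SD, n = 3). Because the curve is steep near 100%, the wide spread in error rates shrinks on this scale. Other ways of reading the level gave 78.4% to 93.3%, the highest with called bases only, and leaving out each wt+q library in turn gave 78.1% to 83.9%. The mixtures hold no tRNA with Q34, so the curve takes i6A37 to be read alike beside Q34 and beside G34.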

The error rate at A37 in wt + q was approx. 22%, which corresponds to a modification level of ∼82.5% compared to cells without q, i.e. a reduction of i^6^A levels by ∼17.5% in the presence of Q34. Of note, analysis of intron-containing tRNA^Tyr^ showed no detectable signal at positions 36 and 37, indicating that i^6^A modification is absent from intron-containing tRNA^Tyr^ (Supplementary Fig. S7B). 

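Across the 47 positions of tRNA Tyr-1 between the primers, limma on log2 odds of error with Benjamini-Hochberg adjustment called 6 positions in wt+q against wt−q (adjusted p under 0.05). A36 fell by 4.05 (adjusted p = 0.00199) and A37 fell by 3.91 (adjusted p = 0.00199) on the log2 scale in limma. Higher in wt+q were C32, T33, G34 and A38, by 2.82, 2.44, 2.00 and 2.22 (limma adjusted p from 0.00241 to 0.0151). Limma with called bases only called 0 positions, and 8 had an unadjusted p under 0.05. The read numbers of wt+q, in which a simulated change of 2 on the log2 scale was recovered at 68.5% of positions, limit this scan. That simulation did not use the spread seen between the wt+q libraries, so the recovery may be lower. From the lower error rate with queuine and the level read off the mixtures, the paper concludes that Q34 moderately inhibits i6A37 formation. It gives that level relative to wt−q, whose absolute level is unknown.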

Altogether, these observations show that Q34 incorporation moderately inhibits i^6^A37 modification of tRNA^Tyr^ in *S. pombe*.

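Small RNA of E. coli wt, ΔqueA, ΔqueF, Δtgt, ΔmiaA, which lacks ms2i6A37, and the double mutant ΔmiaA Δtgt was sequenced. The cells had grown at 37°C or at 42°C in M9, a minimal medium. There were 3 libraries per strain and temperature, 36 in all. A further 24 libraries were mixtures of wt and ΔmiaA RNA with 12.5, 25, 50 or 75% wt RNA, 3 for each share and temperature. The RNA was not treated with iodine. ms2i6A37 was read directly by RT-KTq I614Y with a reduced supply of dTTP, which raises misincorporation. Reads were aligned to the E. coli isodecoders with their primer regions and counted by the authors in the way used for S. pombe, and the same deposited ratio serves as the error rate. The strain libraries held 5375 to 491514 reads of both isodecoders together (median 65395). The lowest was a ΔqueA library at 42°C, and the median was 39340 in wt at 37°C and 66288 at 42°C. The mixtures held 34357 to 396161 reads (median 247216). The anticodon arm from position 27 to 43 is GCAGACTGTAAATCTGC in both isodecoders, which differ by C50T and A51C, with nucleotides counted from 1 at the 5′ end. Strains were compared with wt by an exact permutation test, two-sided, in which labels were permuted within each temperature. It has 400 arrangements and a smallest p of 0.005, and p-values were adjusted by Benjamini-Hochberg over the 3 Q mutants and 2 isodecoders. This test counts the libraries of the 2 temperatures as independent, which they are not in full. Deviations of same-numbered libraries of one strain or mixture at 37°C and 42°C had a correlation of 0.167 at A37 and 0.275 at G34 of tRNA Tyr-1, and of 0.968 in the log2 ratio of tRNA Tyr-2 to tRNA Tyr-1 reads (30 pairs each). Averaged over the temperatures, each strain has 3 units, and the exact test cannot give a p below 0.1.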

We next asked whether a similar dependence of ms^2^i^6^A levels on Q modification exists for tRNA^Tyr^ in *E. coli*. However, deletion of *tgt* (loss of Q34) or other Q biosynthesis mutants did not alter ms^2^i^6^A37 levels relative to wt (Supplementary Figs S8 and S9). Together with the observation that Q modification levels were unaffected in *∆miaA* cells (Fig. 1D), these results show that Q34 and ms^2^i^6^A37 form independently on tRNA^Tyr^ in *E. coli*.

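In tRNA Tyr-1 at 37°C, the error rate at A37 was 67.1% ± 1.29 in wt, 65.4% ± 3.88 in ΔqueA, 72.6% ± 4.68 in ΔqueF and 67.8% ± 4.32 in Δtgt (SD, n = 3 libraries each). ΔmiaA had 2.35% ± 0.144 (SD, n = 3). At 42°C the values were 74.2% ± 2.05 in wt, 73.5% ± 2.56 in ΔqueA, 79.7% ± 1.91 in ΔqueF, 72.8% ± 0.645 in Δtgt and 2.75% ± 0.188 in ΔmiaA (SD, n = 3 each). Over both temperatures, Δtgt differed from wt by -0.355 percentage points (exact permutation test stratified by temperature, p = 0.82, adjusted p = 0.82). ΔqueA differed by -1.23 points (exact permutation test, p = 0.45, adjusted p = 0.6). Within each temperature, neither difference exceeds the larger SD of the 2 groups. ΔqueF was 5.48 points above wt (exact permutation test, p = 0.015, adjusted p = 0.045), and ΔmiaA differed from wt by -68.1 points (exact permutation test, p = 0.005, the smallest possible). With 3 units per strain the exact permutation p was 0.1 for ΔqueF, ΔqueA and ΔmiaA, the smallest possible, and 0.8 for Δtgt, so no strain could pass the threshold. The ΔqueA units, 68.7% to 69.9%, lay below the wt units, 70.0% to 71.3%. The ΔqueF call also depends on the libraries and on the definition of the error. When a wt library was left out the adjusted p of ΔqueF rose to as much as 0.09. On called bases only, ΔqueF was 1.80 points above wt (exact permutation test, adjusted p = 0.168). ΔqueA then had 9.96% ± 1.82 against 11.4% ± 1.23 in wt at 37°C (SD, n = 3 each). At 42°C it had 12.3% ± 1.86 against 13.7% ± 0.928 (SD, n = 3 each). Δtgt was then 4.27 points above wt (exact permutation test, p = 0.005, adjusted p = 0.03). Limma on log2 odds gave a rise of 0.48 (limma unadjusted p = 0.00911), which was not called after adjustment over 61 positions (adjusted p = 0.139). The exact test was adjusted over the 3 Q mutants and 2 isodecoders only. Δtgt had 17.8% ± 5.30 against 11.4% ± 1.23 in wt at 37°C and 15.9% ± 0.95 against 13.7% ± 0.928 at 42°C (SD, n = 3 each).

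**Figure D2:**
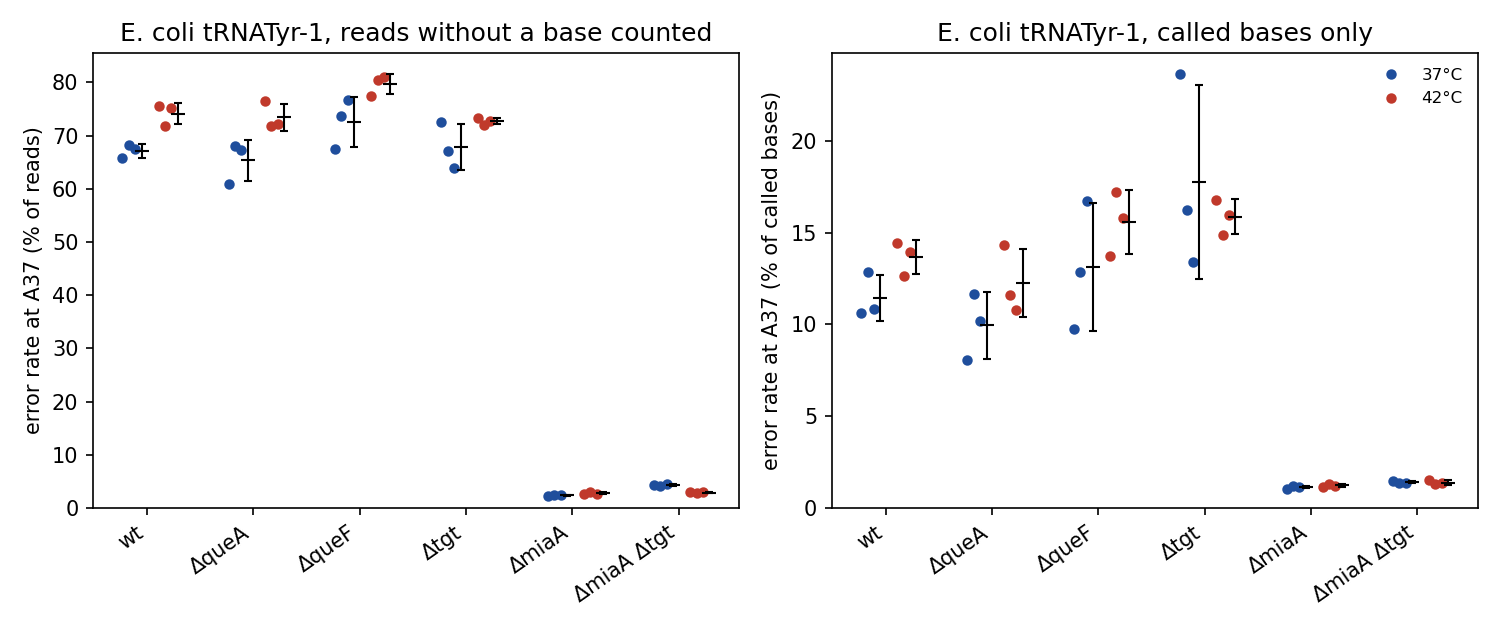
Error rate at A37 of E. coli tRNA Tyr-1 by strain at 37°C (blue) and 42°C (red), as percent of reads with reads without a base counted as errors (left) and as percent of called bases (right). Each point is 1 library, and the lines with bars are the mean ± SD of 3 libraries. On the left the mean of ΔqueF is highest at both temperatures, on the right that of Δtgt is, and ΔmiaA and ΔmiaA Δtgt lie near 0 in both.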

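Read off the calibration curve of its temperature, the ms2i6A37 level in tRNA Tyr-1 was 98.6% ± 1.99 in Δtgt, 97.5% ± 1.90 in ΔqueA and 100.8% ± 2.05 in ΔqueF at 37°C (SD, n = 3 libraries each), where the wt libraries themselves gave 98.4% ± 0.609. At 42°C it was 104% ± 0.299 in Δtgt, 104% ± 1.16 in ΔqueA and 107% ± 0.812 in ΔqueF, with 104% ± 0.937 in wt (SD, n = 3 each). The wt libraries, which define the upper end of the curve, thus do not read exactly as the full level. With called bases only, the Δtgt level was 133% ± 13.3 at 37°C and 135% ± 2.97 at 42°C, where wt itself gave 114% ± 4.83 and 128% ± 3.41 (SD, n = 3 each). The paper also measured nucleosides by mass spectrometry, which is not analysed here, and found overall ms2i6A in the Q mutants unaffected. It further draws on error rates and levels of the Q mutants that stay near those of wt, and on Q levels that do not change without MiaA. From these the paper concludes that each modification forms without the other in E. coli.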

## Discussion

Queuosine is an evolutionarily conserved tRNA modification that is unusual in eukaryotes, as it depends on the external supply of the queuine nucleobase or the nucleoside from dietary sources. Although widespread across diverse organisms, its loss in both microbes and eukaryotes results in only minor growth defects [23]. Here, we identified a previously unrecognized genetic interaction in *E. coli* between bTGT, which installs Q at position 34, and MiaA, which initiates ms^2^i^6^A formation at position 37. The combined loss of these two modifications caused pronounced growth defects, particularly under thermal stress. These defects were alleviated by overexpression of tRNA^Tyr^, the exclusive substrate for both Q34 and ms^2^i^6^A37, demonstrating that dysfunction of tRNA^Tyr^ underlies the phenotype.

A parallel interaction was observed in *S. pombe* cells lacking Q34 and i^6^A37 modifications, with defects exacerbated by rapamycin. Again, tRNA^Tyr^ overexpression compensated for growth, pointing to a fundamental requirement for this modification pair in maintaining tRNA^Tyr^ function. Furthermore, Q34 modification triggered overexpression of tRNA^Tyr^ in the absence of i^6^A modification in *tit1∆* cells, as well as reduced i^6^A modification levels in tRNA^Tyr^ of wt cells. Altogether, this reveals an unanticipated functional connection between Q34 and i^6^A. This interaction thus joins other tRNA modifications that, when jointly absent, cause growth defects [48–50, 51]. For instance, the absence of m^5^C (*trm4∆*) and N^7^-methyl-guanosine (m^7^G, *trm8∆*) in *Saccharomyces cerevisiae* causes a pronounced growth defect [48]. However, while *trm4∆ trm8∆* result in a rapid decrease of the target tRNA^Val^ through the rapid tRNA decay pathway, we observed here that tRNA^Tyr^ levels in *∆tgt ∆miaA* (*E. coli*) or in *tit1∆* without Q (*S. pombe*) were not reduced. On the contrary, Q modification caused a strong increase in tRNA^Tyr^ levels in *S. pombe tit1∆* cells, but not *∆miaA* bacteria. Of note, aminoacylation levels were unaffected by overexpression or Q and (ms^2^)i^6^A modification both in yeast and bacterial. Thus, the defect reflects the functional consequence of the absence of the two modifications in the anticodon loop, rather than enhanced tRNA decay. Whether the increase results from altered transcription, stability, or turnover remains to be investigated.

On a mechanistic level, our observations indicate that Q34 and ms^2^i^6^A37 act together to ensure decoding accuracy, since the *∆miaA ∆tgt* double mutant exhibited a marked increase in frameshifting at both UAU and UAC tyrosine codons compared to either single mutant. We found no evidence for Q modification of the *virF* mRNA in *S. flexneri* under the conditions investigated here. The combined effect of Q34 and ms^2^i^6^A37 on decoding aligns with reports in *Vibrio cholerae* but is in apparent contrast with a study in *E. coli*, where U-ending codons were most affected by Q deficiency [52, 53]. Methodological divergences may explain the discrepant results: while the prior work measured the collective effect of Q modification on all NAC/U codons, our dual-luciferase system resolves codon-specific contributions. Furthermore, the previous study used a ∆*queF* strain, where Q-tRNAs bear a partially modified preQ_0_ precursor that may itself influence decoding [53]. In contrast, our *∆tgt* strain possesses unmodified G34 at the Wobble position. Summarily, the results show that Q modification influences decoding efficiency in a species- and codon context-dependent manner.

We further observed increased protein aggregation upon combined Q34/ ms^2^i^6^A deficiency in *E. coli*. The altered aggregation pattern reveals a defect in proteostasis that may be driven by increased frameshifting upon combined loss of the two modifications, thus promoting a diminished cellular capacity to respond to external stresses and process misfolded peptides. Whether additional defects of *∆miaA ∆tgt* contribute to the protein aggregation, and whether this effect is seen in eukaryotes, remains to be determined. The increase in protein aggregation is particularly intriguing considering that protein aggregation in neuronal cells causes neurodegenerative disorders such as Alzheimer’s disease [54]. Consistently, female mice lacking the eTGT subunit QTRT1 exhibit defects in learning and memory along with altered hippocampal neuronal composition [20]. Together, these findings suggest that impaired Q and i^6^A modification may contribute to the progression of neurodegenerative disease.

Q34 and (ms^2^)i^6^A37 lie close to each other in the anticodon loop of tRNA^Tyr^ in a geometry reminiscent of Q34 and DNMT2-dependent m^5^C38 in tRNA^Asp^ [14, 17]. Here, we uncovered an unexpected dependence between Q34 and i^6^A37 in *S. pombe* tRNA^Tyr^ in that Q reduced i^6^A37 levels by approximately 17.5% in *S. pombe*, whereas Q did not affect ms^2^i^6^A37 levels in *E. coli* tRNA^Tyr^. Given that eukaryotic cells rely on exogenous sources for Q acquisition, this suggests that environmental Q availability can influence the modification landscape. One possibility is that Q-modified tRNA^Tyr^ is a less efficient substrate for Tit1, which installs i^6^A37. Another possibility is that either modification affects trafficking of the tRNAs between the nucleus and the cytoplasm, thus affecting modification levels, as has been observed in trypanosomes [55]. Also, long-term cultivation of laboratory *S. pombe* strains under Q-free conditions may render sudden Q addition a stress stimulus.

The deep evolutionary conservation of the genetic interaction between Q34 and (ms^2^)i^6^A37 discovered here raises the question of its relevance in higher eukaryotes. Although human cytoplasmic tRNA^Tyr^ carries m^1^G37, its mitochondrial counterpart harbors ms^2^i^6^A37, which is modified by TRIT1 for isopentenylation and CDK5RAP1 for further ms^2^ modification [25]. This architecture resembles the bacterial system from which mitochondria originated, suggesting that a comparable synergy between Q34 and ms^2^i^6^A37 may exist in human mitochondria. If so, Q availability could emerge as a critical determinant of mitochondrial activity, especially in the setting of TRIT1 or CDK5RAP1 deficiencies that impair ms^2^i^6^A synthesis. Pathogenic variants in both genes have been linked to mitochondrial disorders, and the TRIT1–R323Q mutation has been mechanistically connected to defective mitochondrial tRNA modification and translation [30]. Thus, our findings establish an evolutionary framework that advances the molecular understanding of these diseases.

## Supplementary Material

gkag664_Supplemental_File

## Data Availability

High-throughput sequencing data are available in the NCBI GEO database (GSE311025).

# Supplementary material for: Defective queuosine and i6A/ms2i6A modification of tRNATyr cause frameshifting and protein aggregation
**Source:** Nucleic Acids Res. 2026 Jul 2;54(12):gkag664. doi: 10.1093/nar/gkag664
**Supplement:** gkag664_Supplemental_File

## Supplementary Tables

**Table S1. *E. coli* strains used in this study**

| Strain ID | Genotype                                                                                               | Source          |
|-----------|--------------------------------------------------------------------------------------------------------|-----------------|
| 31        | <i>F- Δ(araD-araB)567, ΔlacZ4787 (::rrn B-3), λ-, rph-1, Δ(rhaD-rhaB)568, hsdR5154</i>                 | CGSC (BW25113)  |
| 26        | <i>F- Δ(araD-araB)567, ΔlacZ4787 (::rrnB-3), ΔqueA769::kan, λ-, rph-1, Δ(rhaD-rhaB)568, hsdR514</i>    | CGSC (JW0395-2) |
| 28        | <i>F- Δ(araD-araB)567, ΔlacZ4787 (::rrnB-3), λ-, ΔqueF721::kan, rph-1, Δ(rhaD-rhaB)568, hsdR514</i>    | CGSC (JW2765-1) |
| 35        | <i>F- Δ(araD-araB)567, ΔlacZ4787 (::rrnB-3), Δtgt::kan, λ-, rph-1, Δ(rhaD-rhaB)568, hsdR514</i>        | this study      |
| 40        | <i>F- Δ(araD-araB)567, ΔlacZ4787 (::rrnB-3), ΔmiaA::kan, λ-, rph-1, Δ(rhaD-rhaB)568, hsdR514</i>       | this study      |
| 43        | <i>F- Δ(araD-araB)567, ΔlacZ4787 (::rrnB-3), ΔmiaB::kan, λ-, rph-1, Δ(rhaD-rhaB)568, hsdR514</i>       | this study      |
| 42        | <i>F- Δ(araD-araB)567, ΔlacZ4787 (::rrnB-3), Δtgt, ΔmiaA::kan, λ-, rph-1, Δ(rhaD-rhaB)568, hsdR514</i> | this study      |
| 58        | <i>F- lambda- ilvG- rfb-50 rph-1 ibpA::ibpA msf-GFP</i>                                                | this study      |
| 116       | <i>F- lambda- ilvG- rfb-50 rph-1 ibpA::ibpA msf-GFP ΔmiaA::kan</i>                                     | this study      |
| 114       | <i>F- lambda- ilvG- rfb-50 rph-1 ibpA::ibpA msf-GFP Δtgt::kan</i>                                      | this study      |
| 119       | <i>F- lambda- ilvG- rfb-50 rph-1 ibpA::ibpA msf-GFP ΔmiaA Δtgt::kan</i>                                | this study      |

**Table S2. *S. flexneri* strains used in this study**

| Strain ID | Genotype                               | Source     |
|-----------|----------------------------------------|------------|
| SF1       | WT serotype 5a                         | (1)        |
| SF3       | WT serotype 5a <i>ΔqueC::KanR</i>      | this study |
| SF2       | WT serotype 5a <i>Δtgt::KanR</i>       | Lab stock  |
| SF12      | WT serotype 5a <i>ΔqueC Δtgt::KanR</i> | this study |

**Table S3. *S. pombe* strains used in this study**

| Strain ID | Genotype                                                     | Source     |
|-----------|--------------------------------------------------------------|------------|
| AEP1      | <i>h- leu1-32 ura4-D18 his3-D3</i>                           | Lab stock  |
| AEP618    | <i>h- leu1-32 ura4-D18 his3-D3 tit1Δ::kanMX</i>              | this study |
| AEP564    | <i>h- leu1-32 ura4-D18 his3-D3 qtr1Δ::NatMX</i>              | this study |
| AEP619    | <i>h- leu1-32 ura4-D18 his3-D3 qtr1Δ::NatMX tit1Δ::kanMX</i> | this study |

**Table S4. Plasmids used in this study**

| Name    | Vector      | Description                                                             | Source                                       |
|---------|-------------|-------------------------------------------------------------------------|----------------------------------------------|
| pAE3087 | pKD4        | oriRyR6k bla FRT::kan::FRT                                              | Arturo Zychlinsky, MPI for Infection Biology |
| pAE3750 | pKM208      | TS AmpR <i>lacI</i> Ptac- <i>red-gam-lacI</i>                           | Arturo Zychlinsky, MPI for Infection Biology |
| pAE3777 | pCP20       | FLP recombinase                                                         | Marc Erhardt, Humboldt-Universität zu Berlin |
| pAE3779 | pTrc99a-FFA | promoter p <i>Trc</i>                                                   | Marc Erhardt, Humboldt-Universität zu Berlin |
| pAE3778 | pBAD33.1    | promoter p <i>BAD</i>                                                   | Marc Erhardt, Humboldt-Universität zu Berlin |
| pAE3781 | pTrc99a-FFA | p <i>Trc-shigella</i> tRNA <sup>Tyr</sup>                               | This study                                   |
| pAE3819 | pTrc99a-FFA | p <i>Trc-E. coli miaA</i>                                               | This study                                   |
| pAE3290 | pUC18       | <i>Shigella flexneri</i> 5a (M90T) tgt-1xHA                             | This study                                   |
| pAE3788 |             | Rluc- in frameshifting TAT -Fluc                                        | Juan Alfonzo (Brown University) (2)          |
| pAE3787 |             | Rluc- in frameshifting TAC -Fluc                                        | Juan Alfonzo (Brown University)              |
| pAE3786 |             | Rluc- +1frameshifting TyrTAT -Fluc                                      | Juan Alfonzo (Brown University)              |
| pAE3785 |             | Rluc- +1frameshifting TyrTAC -Fluc                                      | Juan Alfonzo (Brown University)              |
| pAE3823 | pBAD33.1    | Rluc- +1frameshifting CCC-TAT -Fluc                                     | This study                                   |
| pAE3822 | pBAD33.1    | Rluc- +1frameshifting CCC-TAC -Fluc                                     | This study                                   |
| pAE3826 | pBAD33.1    | Rluc- in frameshifting CCC-TAT -Fluc                                    | This study                                   |
| pAE3825 | pBAD33.1    | Rluc- in frameshifting CCC-TAC -Fluc                                    | This study                                   |
| pAE3861 | pREP3x      | <i>S. pombe</i> tRNA <sup>Tyr</sup> with 300 bp upstream and downstream | This study                                   |
| RAC310  | pRACmsfGFP  | oriRyR6k bla FRT::msfGFP-kan::FRT                                       | This study                                   |

**Table S5. Oligonucleotides used in this study**

| Primer ID | Name                 | Sequence 5' to 3'                                                                   |
|-----------|----------------------|-------------------------------------------------------------------------------------|
| 4614      | queC_con_145.fwd     | TGGCGCTGAAACTGGGAGC                                                                 |
| 4615      | queC_con_789.rev     | GAAGGGGAATTGCGCGAAA                                                                 |
| 4616      | queC_KO_shigella2.fw | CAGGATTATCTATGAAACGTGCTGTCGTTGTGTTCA<br>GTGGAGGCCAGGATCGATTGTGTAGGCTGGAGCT<br>GCTTC |
| 4617      | queC_KO_shigella2.re | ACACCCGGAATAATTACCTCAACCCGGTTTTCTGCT<br>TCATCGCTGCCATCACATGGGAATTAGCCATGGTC<br>CATA |

|        |                     |                                                                                     |
|--------|---------------------|-------------------------------------------------------------------------------------|
| 4620   | E.coli_tgt_knockout | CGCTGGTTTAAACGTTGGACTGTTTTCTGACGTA<br>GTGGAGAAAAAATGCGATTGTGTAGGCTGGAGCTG<br>CTTC   |
| 4621   | E.coli_tgt_knockout | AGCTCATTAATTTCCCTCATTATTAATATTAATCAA<br>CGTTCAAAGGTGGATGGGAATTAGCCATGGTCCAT<br>A    |
| 4622   | E.coli_tgt_100.fwd  | ATCACGTACAATCCGCAGG                                                                 |
| 4623   | E.coli_tgt_1225.rev | CAAAATCAAAGACATCGGGC                                                                |
| 3368   | Neo/Kan_fwd.        | CGTTGGCTACCCGTGATATT                                                                |
| 3369   | Neo/Kan_rev.        | GCCCAGTCATAGCCGAATAG                                                                |
| 4643   | MiaA_KO_sf.fwd      | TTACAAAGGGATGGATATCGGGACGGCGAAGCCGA<br>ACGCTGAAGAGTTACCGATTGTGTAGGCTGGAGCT<br>GCTTC |
| 4644   | MiaA_KO_sf.rev      | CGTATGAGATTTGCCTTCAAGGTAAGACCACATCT<br>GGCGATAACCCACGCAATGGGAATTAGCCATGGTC<br>CATA  |
| 4645   | MiaA_-37_sf.fwd     | TCTGTTGATTTACATCCGGC                                                                |
| 4646   | MiaA_990_sf.rev     | CTGAAAAAATTGCGCACGATACG                                                             |
| 4647   | MiaB_KO_sf.fwd      | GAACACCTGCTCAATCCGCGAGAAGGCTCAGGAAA<br>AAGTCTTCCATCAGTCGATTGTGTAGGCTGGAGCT<br>GCTTC |
| 4648   | MiaB_KO_sf.rev      | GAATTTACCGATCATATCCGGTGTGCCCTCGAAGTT<br>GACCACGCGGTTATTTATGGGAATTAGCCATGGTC<br>CATA |
| 4649   | MiaB_-37_sf.fwd     | CCTGCATTCTGGCTACTAT                                                                 |
| 4650   | MiaB_1466_sf.rev    | GAGAGAAAAACAAGGCCAC                                                                 |
| 4815   | Tit1_1342_fwd       | GGGCTAAGCTTATAAATACCCG                                                              |
| 4816   | Tit1_1220_rev       | CATGATTAAAAGCACCACAGAG                                                              |
| 4824   | tit1 UP FP          | CAG TTG TAT CAA TAC CAG CCT G                                                       |
| 4825   | tit1 UP RP          | GGG TAT TCT GGG CCT CCA TGT CCG AAT CAA<br>GCT TAG ACT AAC AAA TCC                  |
| 4826   | tit1 KanMX FP       | GGA TTT GTT AGT CTA AGC TTG ATT CGG ACA TGG<br>AGG CCC AGA ATA CCC                  |
| 4827   | tit1 KanMX RP       | CTT CAA TAA TGA CCA TTC TCC ATA GCC AGT ATA<br>GCG ACC AGC ATT CAC                  |
| 4828   | tit1 DN FP          | GTG AAT GCT GGT CGC TAT ACT GGC TAT GGA<br>GAA TGG TCA TTA TTG AAG                  |
| 4829   | tit1 DN RP          | CCT TTG GCA ATT GAC CTA CAA G                                                       |
| RAC492 | ibpAmsfGFP_VFTF     | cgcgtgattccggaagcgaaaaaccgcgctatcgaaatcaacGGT<br>GGCAGCGGTATGAGCAAAG                |
| RAC493 | ibpAmsfGFP_RVTV     | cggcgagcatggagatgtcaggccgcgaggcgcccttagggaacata<br>tgaatatcctccttagttcc             |

**Table S6. Probes used for Northern blotting**

| Primer ID | Name               | Sequence 5' to 3'          |
|-----------|--------------------|----------------------------|
| 3997      | Biot_tRNAAsp_pombe | biotin-GGGCTGCAAGCGTGACAGG |

|      |                      |                                |
|------|----------------------|--------------------------------|
| 4651 | Biotin_Tyr_Shigella  | Biotin-CGGCAGATTTACAGTCTGCTCCC |
| 4949 | Sp_gentRNATyr_biotin | biotin-GCGACCAACCGGTTTACAGCCG  |

**Table S7. Oligonucleotides used for ms<sup>2</sup>i<sup>6</sup>A detection**

| Primer ID | Name                 | Sequence 5' to 3'                                     |
|-----------|----------------------|-------------------------------------------------------|
| 3843      | S.f._RT_tRNATyr      | CTCAACTGGATTGGCTNNNNNGATAA<br>ATCCAGTTGAGTGGTGGTGGTGG |
| 3851      | S.f._tRNATyr_fwd     | GGTGGGGTTCCCGAG                                       |
| 3858      | Stemloop Index N_rev | CGATCAnnnnCTCAACTGGATTGGCT                            |

Note: Nucleotides marked as 'n' are the barcode region.

**Table S8. Oligonucleotides used for i<sup>6</sup>A detection**

| Primer ID | Name                 | Sequence 5' to 3'                                     |
|-----------|----------------------|-------------------------------------------------------|
| 3838      | RT-Primer_tRNATyr    | CTCAACTGGATTGGCTNNNNNGATA<br>AATCCAGTTGAGTGGTCTCCTGAG |
| 3846      | tRNATyr_fwd          | CTCCTGATGGTGTAGTTG                                    |
| 3858      | Stemloop Index N_rev | CGATCAnnnnCTCAACTGGATTGGCT                            |

**Table S9. Oligonucleotides used for *virF* RT-qPCR**

| Primer ID | Name                 | Sequence 5' to 3'                                    |
|-----------|----------------------|------------------------------------------------------|
| 4632      | virF_qPCR.fwd        | CAG CTG TTT CTG ATG AGG AAG                          |
| 4633      | virF_qPCR.rev        | CTC CAA TCG TTT TCT AAC AGC                          |
| 3840      | RT-Primer_virF       | CTCAACTGGATTGGCTNNNNNGATA<br>AATCCAGTTGAGTGGTAAAATTT |
| 3841      | S.f._RT_tRNAAsp      | TCAACTGGATTGGCTNNNNNGATAAA<br>TCCAGTTGAGTGGTGGCGGAAC |
| 3849      | S.f._tRNAAsp_fwd     | GGAGCGGTAGTTCAGTC                                    |
| 3858      | Stemloop Index N_rev | CGATCAnnnnCTCAACTGGATTGGCT                           |

**Table S10. SRM table for nucleoside analysis**

| Compound           | Retention Time (min) | RT Window (min) | Precursor (m/z) | Product (m/z) | Collision Energy (V) | RF Lens (V) |
|--------------------|----------------------|-----------------|-----------------|---------------|----------------------|-------------|
| C                  | 2                    | 4               | 244             | 112           | 11                   | 42          |
| U                  | 2                    | 4               | 245             | 113           | 10                   | 30          |
| Y                  | 2                    | 4               | 245             | 209           | 10                   | 30          |
| D                  | 2                    | 4               | 247             | 115           | 10                   | 30          |
| cmo <sup>5</sup> U | 2.68                 | 4               | 319             | 187           | 10                   | 58          |
| acp <sup>3</sup> U | 2.95                 | 4               | 346             | 214           | 10                   | 58          |
| nm <sup>5</sup> U  | 3                    | 6               | 274             | 142           | 35                   | 96          |

| Fapy-A                             | 3                    | 6               | 286             | 154           | 15                   | 54          |
|------------------------------------|----------------------|-----------------|-----------------|---------------|----------------------|-------------|
| Gh                                 | 3                    | 6               | 290             | 158           | 15                   | 54          |
| Fapy-G                             | 3                    | 6               | 302             | 170           | 15                   | 54          |
| cmnm <sup>5</sup> U                | 3                    | 6               | 332             | 200           | 10                   | 58          |
| mn <sup>5</sup> U                  | 3                    | 4               | 288             | 156           | 10                   | 30          |
| dC                                 | 4                    | 8               | 228             | 112           | 14                   | 54          |
| s <sup>2</sup> C                   | 4                    | 8               | 260             | 128           | 11                   | 42          |
| m <sup>1</sup> A                   | 4.37                 | 6               | 282             | 150           | 20                   | 68          |
| cmnm <sup>5</sup> s <sup>2</sup> U | 5                    | 10              | 348             | 216           | 10                   | 58          |
| mn <sup>5</sup> s <sup>2</sup> U   | 5                    | 4               | 304             | 172           | 10                   | 51          |
| m <sup>5</sup> C                   | 6                    | 4               | 258             | 126           | 14                   | 46          |
| Cm                                 | 7                    | 4               | 258             | 112           | 12                   | 41          |
| m <sup>7</sup> G                   | 7.5                  | 4               | 298             | 166           | 16                   | 50          |
| Compound                           | Retention Time (min) | RT Window (min) | Precursor (m/z) | Product (m/z) | Collision Energy (V) | RF Lens (V) |
| cmnm <sup>5</sup> Um               | 8                    | 6               | 346             | 200           | 10                   | 58          |
| I                                  | 8.3                  | 4               | 269             | 137           | 10                   | 40          |
| m <sup>5</sup> U                   | 8.69                 | 4               | 259             | 127           | 10                   | 30          |
| 8-oxo-G                            | 10                   | 20              | 300             | 168           | 16                   | 49          |
| s <sup>4</sup> U                   | 10.78                | 6               | 261             | 129           | 10                   | 58          |
| G                                  | 12                   | 10              | 284.2           | 152           | 14                   | 46          |
| dG                                 | 13                   | 15              | 268             | 136           | 17                   | 63          |
| Um                                 | 13                   | 6               | 259             | 113           | 10                   | 30          |
| m <sup>3</sup> U                   | 13                   | 6               | 259             | 127           | 10                   | 30          |
| oQ                                 | 15.21                | 12              | 426             | 163           | 29                   | 84          |
| oQ1                                | 15.21                | 12              | 426             | 295           | 16                   | 49          |
| m <sup>4</sup> Cm                  | 15.35                | 6               | 272             | 126           | 11                   | 46          |
| Q                                  | 17.6                 | 14              | 410             | 163           | 31                   | 96          |
| Q1                                 | 17.6                 | 14              | 410             | 295           | 16                   | 49          |
| dT                                 | 18                   | 20              | 243             | 127           | 14                   | 54          |
| k <sup>2</sup> C                   | 18                   | 8               | 372             | 240           | 12                   | 41          |
| m <sup>1</sup> G                   | 18.3                 | 8               | 298             | 166           | 16                   | 50          |
| Gm                                 | 19.27                | 6               | 298             | 152           | 11                   | 50          |
| m <sup>2</sup> G                   | 20.4                 | 12              | 298             | 166           | 16                   | 50          |
| ac <sup>4</sup> C                  | 20.5                 | 12              | 286             | 154           | 10                   | 46          |
| preQ0                              | 23                   | 46              | 308             | 176           | 31                   | 96          |
| preQ1                              | 23                   | 46              | 312             | 180           | 31                   | 96          |

|                                   |       |    |     |     |    |    |
|-----------------------------------|-------|----|-----|-----|----|----|
| A                                 | 25    | 20 | 268 | 136 | 17 | 63 |
| 8oxo-A                            | 25    | 14 | 284 | 152 | 15 | 54 |
| dA                                | 28    | 20 | 252 | 136 | 14 | 54 |
| t <sup>6</sup> A/d-allo           | 29.3  | 18 | 413 | 281 | 31 | 96 |
| m <sup>2,2</sup> G                | 29.5  | 16 | 312 | 180 | 15 | 60 |
| Am                                | 29.6  | 12 | 282 | 136 | 17 | 63 |
| m <sup>2</sup> A                  | 29.7  | 8  | 282 | 150 | 20 | 74 |
| m <sup>6</sup> A                  | 30.3  | 8  | 282 | 150 | 20 | 74 |
| m <sup>6</sup> t <sup>6</sup> A   | 32.3  | 16 | 427 | 295 | 31 | 96 |
| ms <sup>2</sup> A                 | 33    | 14 | 314 | 182 | 31 | 96 |
| ct <sup>6</sup> A                 | 33    | 6  | 395 | 263 | 31 | 96 |
| m <sup>6,6</sup> A                | 33.4  | 6  | 296 | 164 | 28 | 79 |
| io <sup>6</sup> A                 | 33.55 | 4  | 352 | 220 | 31 | 96 |
| ms <sup>2</sup> io <sup>6</sup> A | 36.3  | 4  | 398 | 266 | 31 | 96 |
| i <sup>6</sup> A                  | 36.5  | 6  | 336 | 204 | 31 | 96 |
| ms <sup>2</sup> i <sup>6</sup> A  | 40.9  | 6  | 382 | 250 | 31 | 96 |

## Supplementary Figures

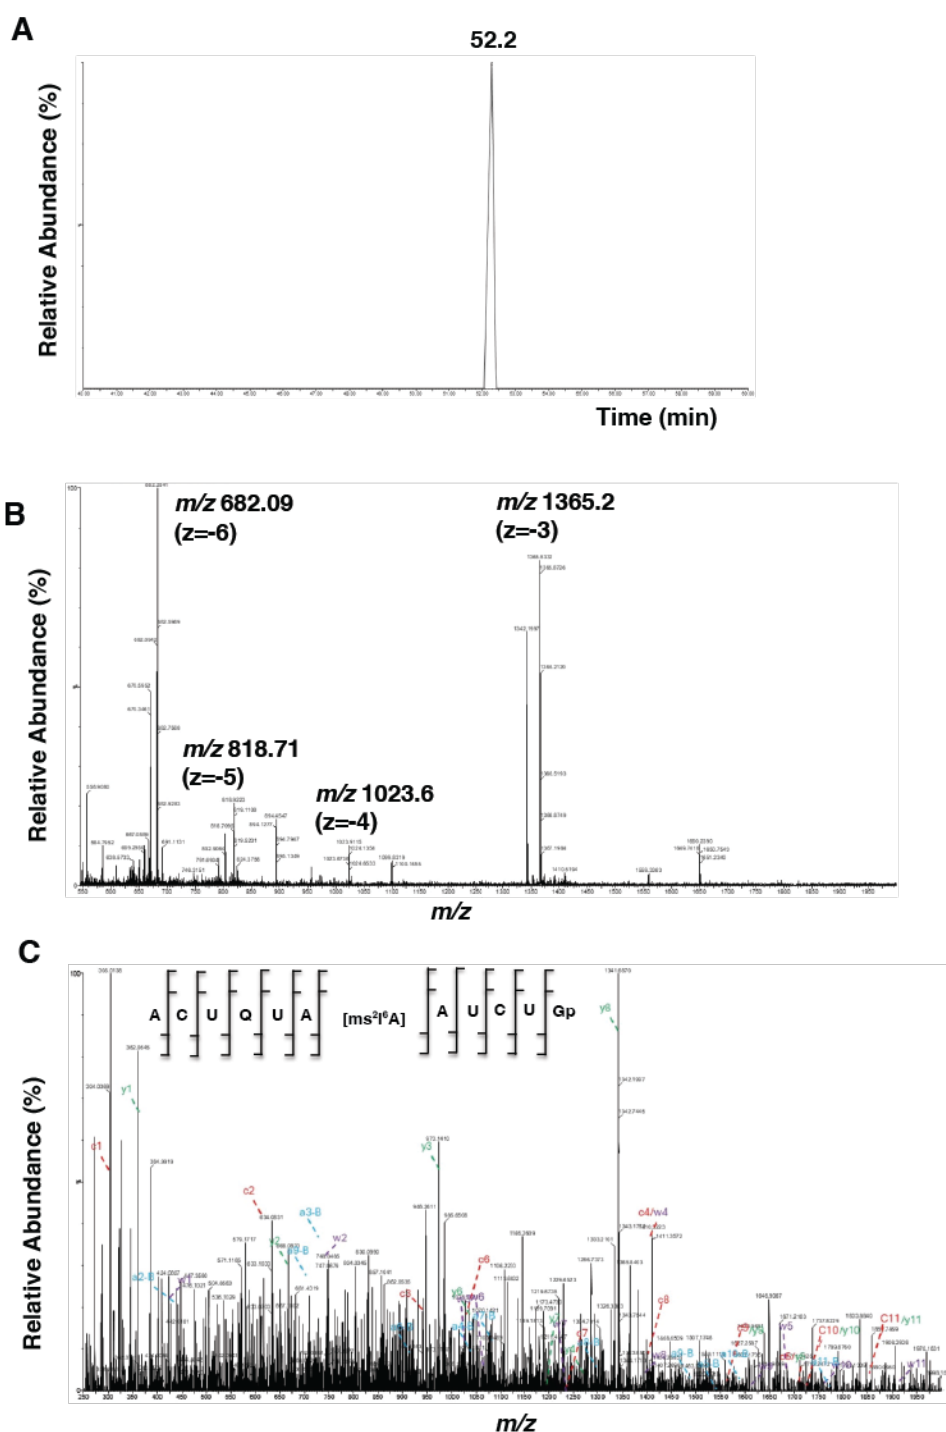

Fig. S1. Co-occurrence of Q34 and ms<sup>2</sup>i<sup>6</sup>A37 modification on *E. coli* tRNA<sup>Tyr</sup> as determined by LC-MS/MS analysis of RNase T1-digested *E. coli* tRNAs. (A) Extracted ion chromatogram (XIC) of the fragment ACUQUA[ms<sup>2</sup>i<sup>6</sup>A]AUCUGp derived from tRNA<sup>Tyr</sup>. (B) Mass spectrum corresponding to XIC at 52.2 min. (C) MS/MS of  $m/z$  1365.2 with sequence informative fragment ions labeled.

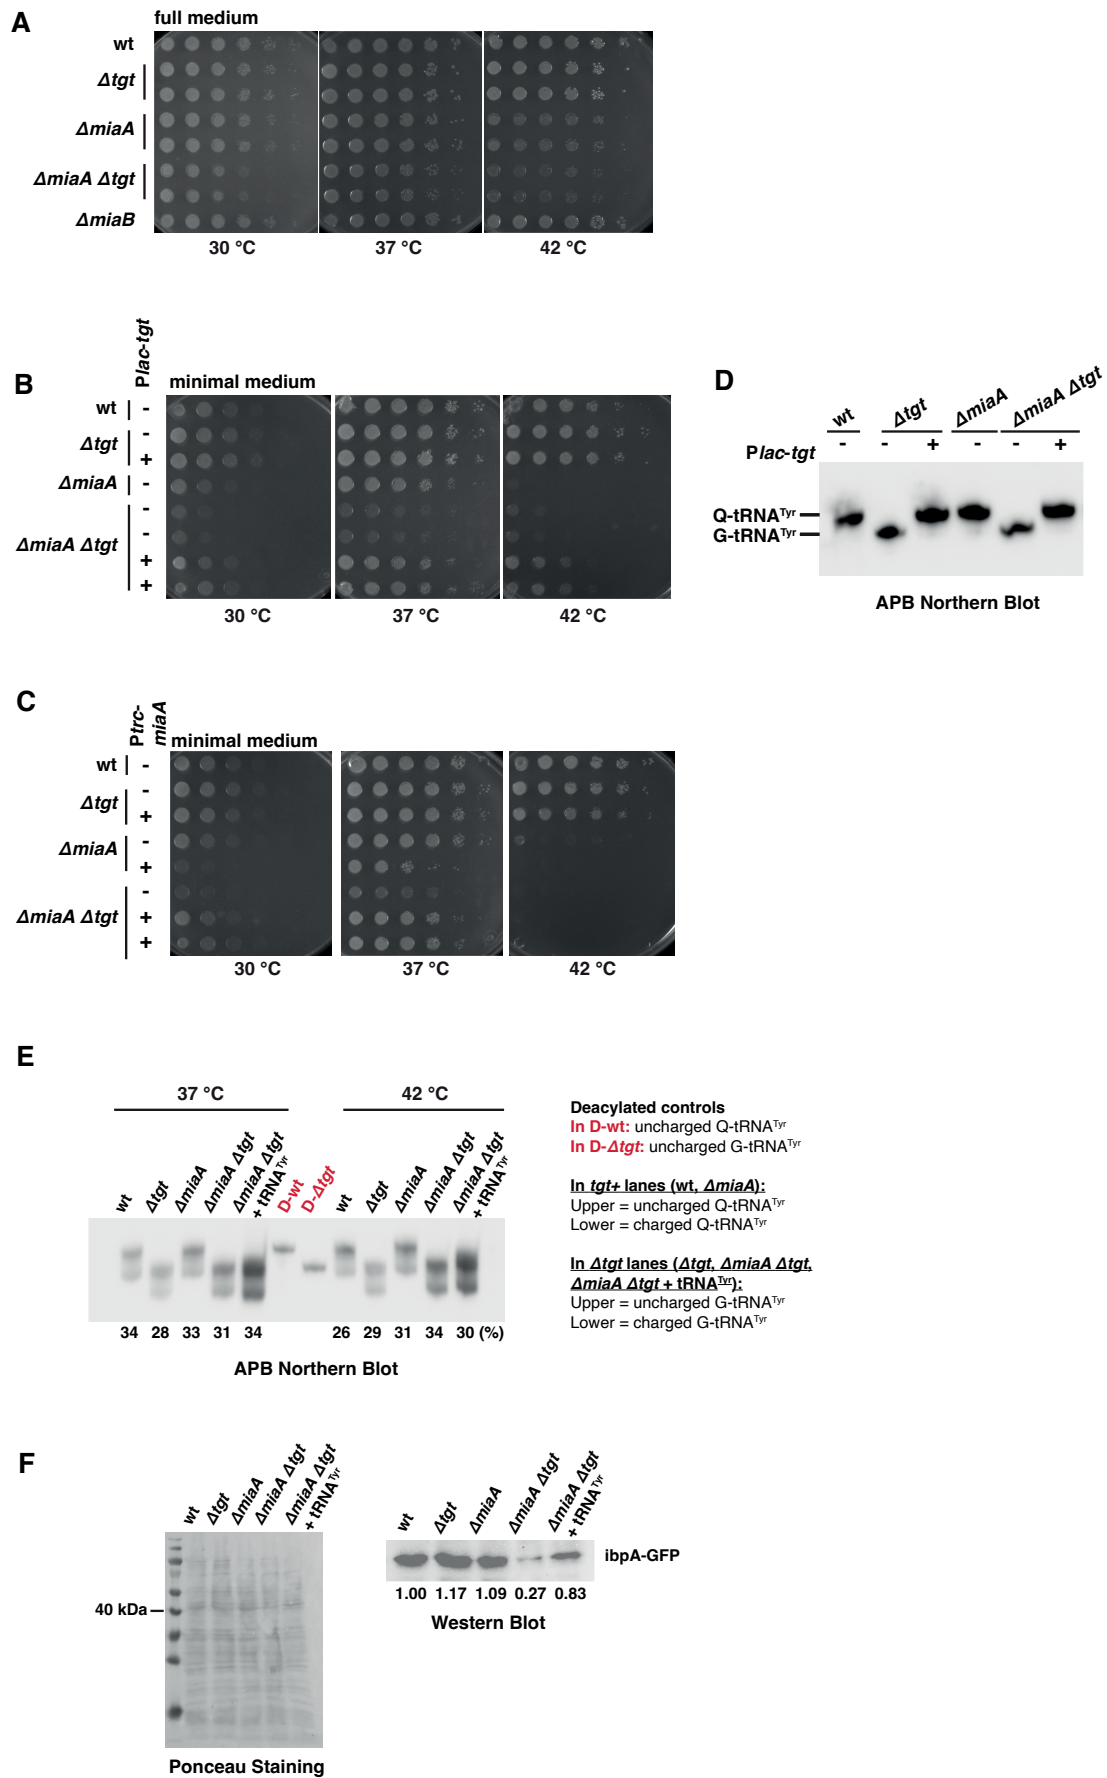

Fig. S2. Complementation with *tgt* or *miaA* rescues the growth defect of  $\Delta miaA \Delta tgt$ . (A) Growth assay of *E. coli* strains lacking the tRNA modification genes *tgt* and *miaA* on LB plates. The indicated *E. coli* strains were serially 10-fold diluted and spotted on LB plates, and incubated at 30°C, 37°C, or 42°C for 12 h. (B) Rescue of growth defects of  $\Delta miaA \Delta tgt$  by complementation with *tgt* under the control of the *Plac* promoter. Strains were transformed with a plasmid expressing the corresponding gene (+) or with an empty vector (-) as a control. Transformants were serially 10-fold diluted and spotted onto M9 plates supplemented with vitamins, trace elements, ampicillin, and 0.5 mM IPTG to induce *tgt* expression. The strains were incubated at 30°C, 37°C, or 42°C for 18 h. (C) Rescue of growth defects in the  $\Delta miaA \Delta tgt$  mutant by complementation with *miaA* using *Ptrc* promoter. The  $\Delta miaA \Delta tgt$  mutant carrying plasmid-derived *miaA* exhibited improved growth at 30°C and 37°C. Of note, introduction of *miaA* reduced the growth of  $\Delta miaA$ , which is consistent with previous reports that excessive *miaA* expression is detrimental. The results here were obtained in the absence of IPTG, which is used to induce the *Ptrc* promoter, which may suggest that the basal activity of the *Ptrc* promoter drives *miaA* expression above native levels. (D) APB Northern blot analysis of tRNA<sup>Tyr</sup> was performed to confirm that the plasmid-derived *tgt* gives rise to a functional bTGT capable of Q formation. For this assay, transformants were cultivated in M9 medium supplemented with vitamins, trace elements, ampicillin at 37°C, and 0.5 mM IPTG to induce *tgt* expression. Small RNAs were extracted and analyzed by APB Northern blot using a probe specific for tRNA<sup>Tyr</sup>. The migration of Q-modified tRNAs in APB gels is slower than that of G-containing tRNAs. (E) Aminoacylation of tRNA<sup>Tyr</sup> was unaffected in *E. coli* strains lacking Q34 and/or ms<sup>2</sup>i<sup>6</sup>A37. The numbers below the lanes indicate the percentage of charged tRNA<sup>Tyr</sup>, calculated as the charged signal divided by the sum of charged and uncharged signals.  $\Delta miaA \Delta tgt + tRNA^{Tyr}$  indicates  $\Delta miaA \Delta tgt$  strain overexpressing tRNA<sup>Tyr</sup>. D-wt indicates the deacylated wt sample. D- $\Delta tgt$  indicates the deacylated  $\Delta tgt$  sample. (F) Analysis of total IbpA-GFP levels. IbpA-GFP protein abundance was analyzed by anti-GFP Western blot in the indicated *E. coli* strains. Ponceau staining was used as a loading control. Values below the blot indicate IbpA-GFP signal normalized to Ponceau staining and relative to wt.

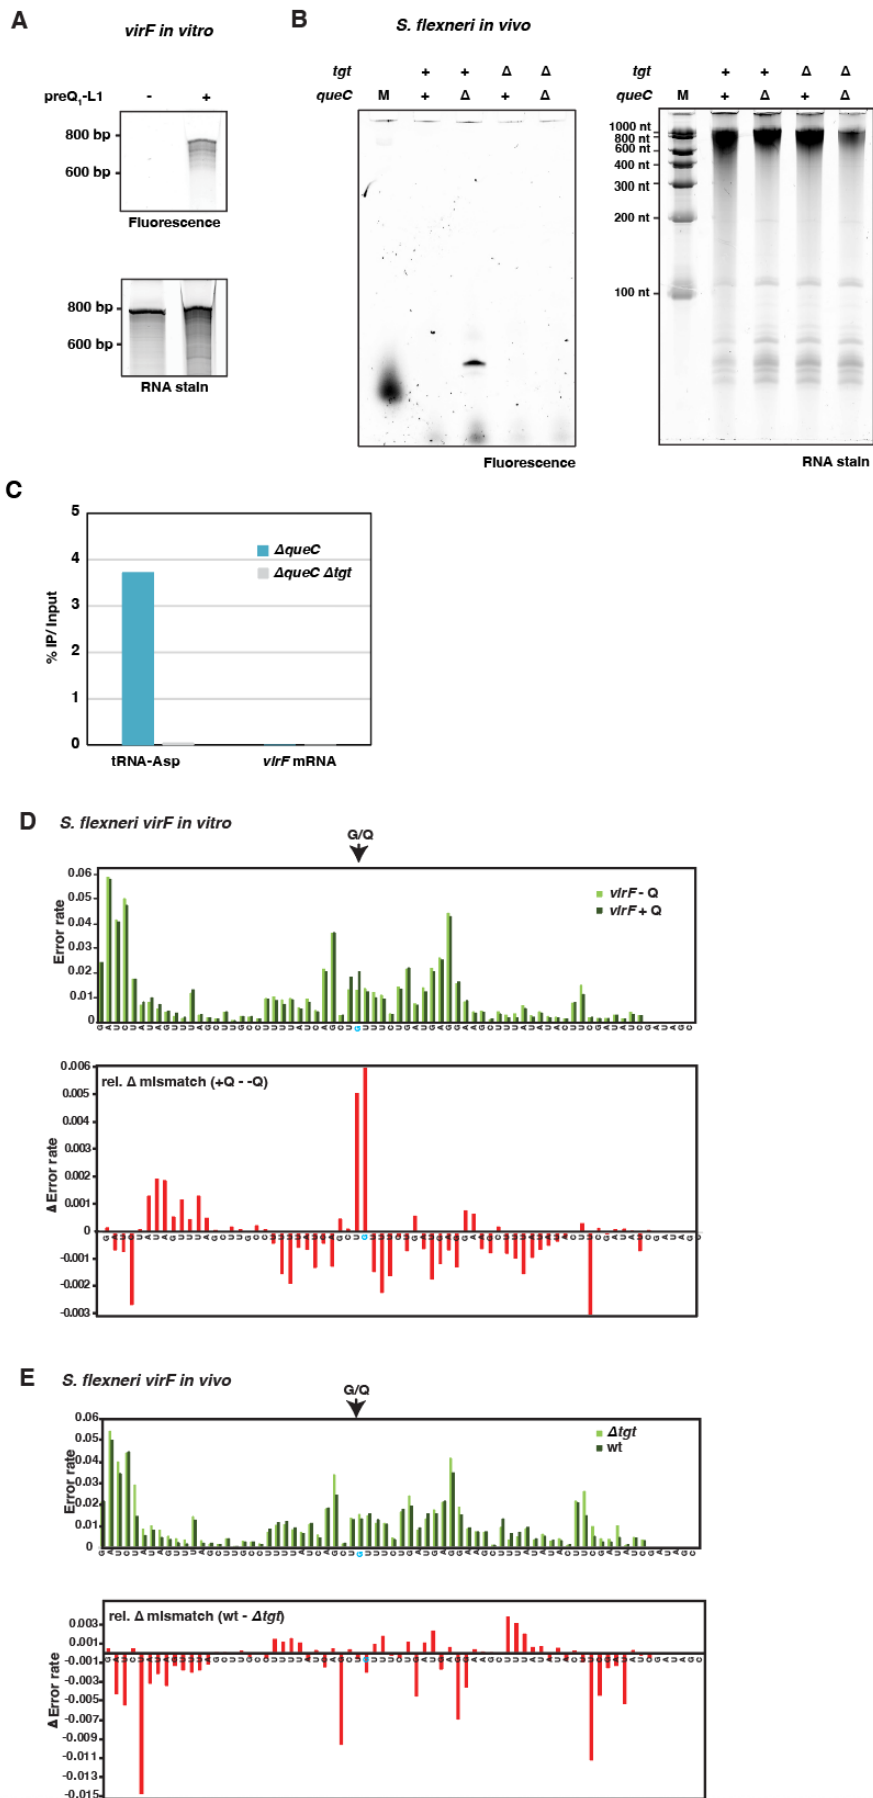

Fig. S3. Q modification was not detectable in *S. flexneri virF* mRNA *in vivo*. (A) *In vitro*-transcribed *virF* RNA is modified with preQ<sub>1</sub>-L1 by human TGT. *virF* RNA was incubated in the absence (-) or presence (+) of preQ<sub>1</sub>-L1 and human TGT, and the incorporation of preQ<sub>1</sub>-L1 was detected via copper(I)-catalyzed azide alkyne cycloaddition (CuAAC) using AlexaFluor594-alkyne. RNAs were resolved on 10% polyacrylamide/8M urea denaturing gels. Top: fluorescence detection of AlexaFluor594 at 532 nm. Bottom: total RNA staining as a loading control. (B) preQ<sub>1</sub>-L1 incorporation into *S. flexneri* tRNAs *in vivo*. All strains (wt,  $\Delta queC$ ,  $\Delta tgt$ , and  $\Delta queC \Delta tgt$ ) were cultured in M9 medium supplemented with preQ<sub>1</sub>-L1 (10  $\mu$ M). Total RNA was extracted, labeled with AlexaFluor594, and analyzed by fluorescence gel electrophoresis as described in (A). M: molecular weight marker. (C) *S. flexneri virF* is not modified with preQ<sub>1</sub>-L1 *in vivo*. Total RNA from  $\Delta queC$  and  $\Delta queC \Delta tgt$  cultured with preQ<sub>1</sub>-L1 was subjected to biotin-click followed by enrichment using streptavidin-coated magnetic beads (IP). Enriched RNA was used for RT-qPCR analysis of *virF* mRNA and tRNA<sup>Asp</sup> (as a positive control), with input normalization using metabolically labeled, biotin-clicked RNA without immunoprecipitation. tRNA<sup>Asp</sup> was markedly enriched in the IP fraction compared with the input sample in the  $\Delta queC$  strain, but not in  $\Delta queC \Delta tgt$ . No enrichment of *virF* mRNA was detected either in  $\Delta queC$  or  $\Delta queC \Delta tgt$ . (D) and (E) Reverse transcription using the KTq I614Y leads to an increased error rate in *in vitro*-transcribed and Q-modified *virF* mRNA, but not in *virF* mRNA *ex cellulo*. Reverse transcription was performed on *in vitro*-transcribed and Q-modified *virF* mRNA and *virF* mRNA from total RNA of wt and  $\Delta tgt$  cultured in rich medium. Resulting cDNAs were amplified and sequenced. Comparison of the error rates of unmodified and Q-modified RNA. (D) *in vitro* and (E) *virF* mRNA *ex cellulo* (top plots). The difference in error rates in the presence and absence of Q is given (bottom plots, red bars).

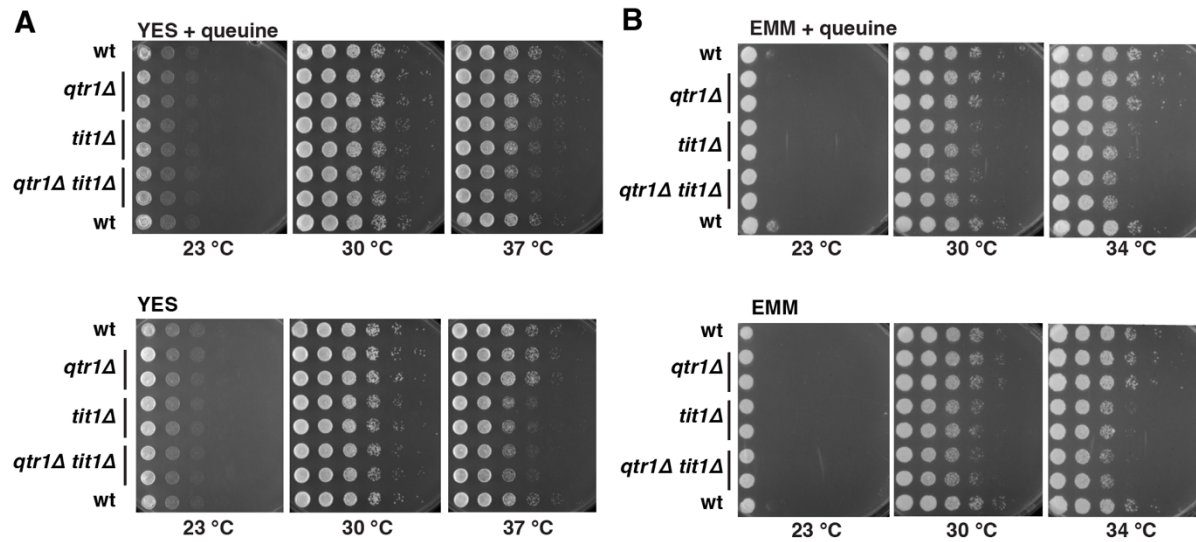

Fig. S5. Absence of Q34 modification causes a mildly enhanced growth defect in *tit1Δ* *S. pombe* strains, which lack i<sup>6</sup>A, on rich (YES) and minimal medium (EMM). Serial 6-fold dilutions of the indicated *S. pombe* strains were spotted onto YES plates (A) or EMM plates (B) with (top) or without (bottom) q supplementation (100 nM). Plates were incubated at the indicated temperatures.

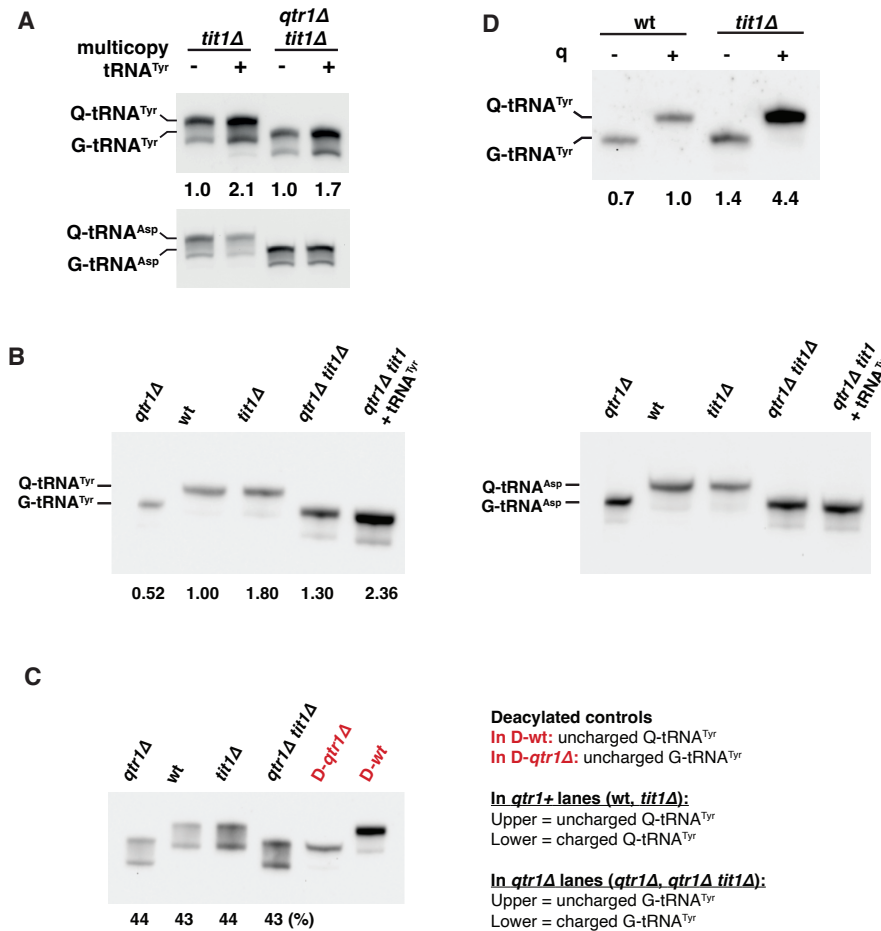

Fig. S6. Q34 modification causes overexpression of tRNA<sup>Tyr</sup> in *S. pombe tit1Δ*. (A) Expression of tRNA<sup>Tyr</sup> from a multicopy plasmid causes 2.1 and 1.7-fold overexpression. Cells were grown at 30°C in the presence of q, and small RNAs were analyzed by APB Northern blot using a probe for tRNA<sup>Tyr</sup> (top) and for tRNA<sup>Asp</sup> (bottom) as a control. Values below the lanes show the expression of tRNA<sup>Tyr</sup> from the multicopy plasmid relative to the vector control. (B) The levels of tRNA<sup>Tyr</sup> levels were not reduced in *S. pombe qtr1Δ tit1Δ* at elevated temperatures. Northern blot analysis was performed to assess the levels of tRNA<sup>Tyr</sup> in the indicated *S. pombe* strains cultivated in EMM medium with rapamycin and q at 34°C, using tRNA<sup>Asp</sup> as a loading control. Q- and G-containing tRNA species are indicated on the left. The values below the tRNA<sup>Tyr</sup> blot indicate the quantified tRNA signal normalized to wt. (C) tRNA<sup>Tyr</sup> aminoacylation levels in *S. pombe* are unaffected by Q or i<sup>6</sup>A modification. *S. pombe* strains were cultured in YES medium with q at 34°C. tRNA<sup>Tyr</sup> charging was analyzed in the indicated strains. D-wt and D-*qtr1Δ* indicate deacylated wt and *qtr1Δ* samples, respectively, and serve as migration controls for uncharged Q-tRNA<sup>Tyr</sup> and uncharged G-tRNA<sup>Tyr</sup>. (D) Q34 modification causes increased expression of tRNA<sup>Tyr</sup> in *tit1Δ*. Strains were grown in the absence (-) or presence (+) of q at 30°C, and small RNAs were analyzed by APB Northern blot using a probe for tRNA<sup>Tyr</sup>. Values below each lane represent the expression level of tRNA<sup>Tyr</sup> relative to wt cultured with q (set as 1).

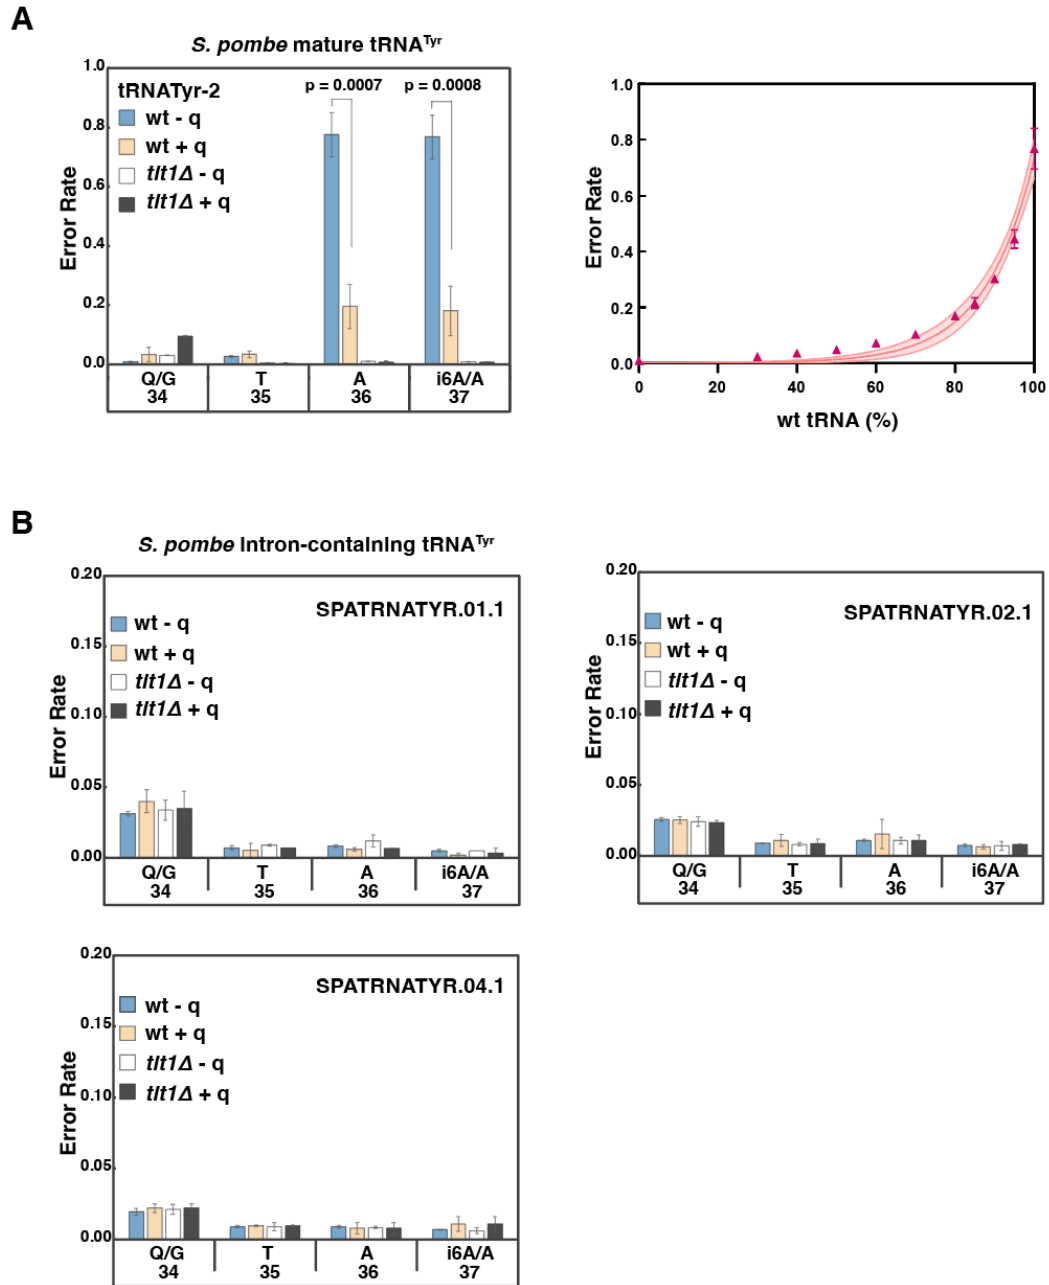

Fig. S7. Detection of i<sup>6</sup>A37 modification in *S. pombe* tRNA<sup>Tyr</sup>. (A) Q modification reduces the i<sup>6</sup>A37 level in the tRNA<sup>Tyr</sup>-2 isodecoder (see Figure 4 for the isodecoder tRNA<sup>Tyr</sup>-1). Left: Error profiles of tRNA<sup>Tyr</sup>-2 were generated from iodine-treated small RNA samples, as described in Figure 4. wt-q: wt cultivated in YES without q supplementation; wt+q: wt cultivated in YES with q; *tit1Δ*-q: *tit1Δ* cultivated in YES without q; *tit1Δ*+q: *tit1Δ* cultivated in YES with q. Data represent the mean  $\pm$  SD of three biological replicates per sample. Right: Calibration curves were generated by mixing iodine-treated RNA from wt-q and *tit1Δ*-q samples at defined ratios and used to establish a relatively quantitative relationship between error rate at position 37 and i<sup>6</sup>A levels relative to that of wt-q. The red curve in the panel represents an exponential fit ( $R^2 = 0.9787$  for the red curve), with shaded areas indicating the 95% confidence intervals. (B) i<sup>6</sup>A is absent in *S. pombe* intron-containing tRNA<sup>Tyr</sup>. The three tRNA<sup>Tyr</sup> species analyzed represent all three intron-containing tRNA<sup>Tyr</sup> genes in *S. pombe*.

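For tRNA Tyr-2, the error rate at A37 was 76.8% ± 7.32 in wt−q, 18.1% ± 8.35 in wt+q, 0.936% ± 0.0587 in tit1Δ−q and 0.876% ± 0.140 in tit1Δ+q (SD, n = 3 libraries each). The wt+q libraries had 15.2% (755 reads), 11.6% (112 reads) and 27.5% (1631 reads), and the wt−q libraries 68.4%, 80.9% and 81.2%. The difference of wt+q from wt−q was -58.7 percentage points at A37 and -58.0 points at A36, and that of tit1Δ−q from wt−q was -75.9 and -76.4 points (exact permutation tests, two-sided, p = 0.1 each, the smallest p that 3 libraries against 3 allow). The A37 difference with called bases only of wt+q from wt−q was -1.81 points (exact permutation test, p = 0.1). At position 34, wt+q was 2.52 points above wt−q (exact permutation test, p = 0.3), and tit1Δ+q was 6.44 points above tit1Δ−q (exact permutation test, p = 0.1).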

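The exponential fit to the tRNA Tyr-2 mixtures had an R² of 0.971, with k of 8.00 and a of 0.0245%. The wt+q libraries read off at 80.4%, 77.0% and 87.8% of wt−q, with a mean of 81.7% ± 5.52 (SD, n = 3), a reduction by 18.3%. The alternatives gave 76.0% to 85.6%, with the lowest value for a log-linear fit. The curve passes through 73.3% at 100% wt RNA.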

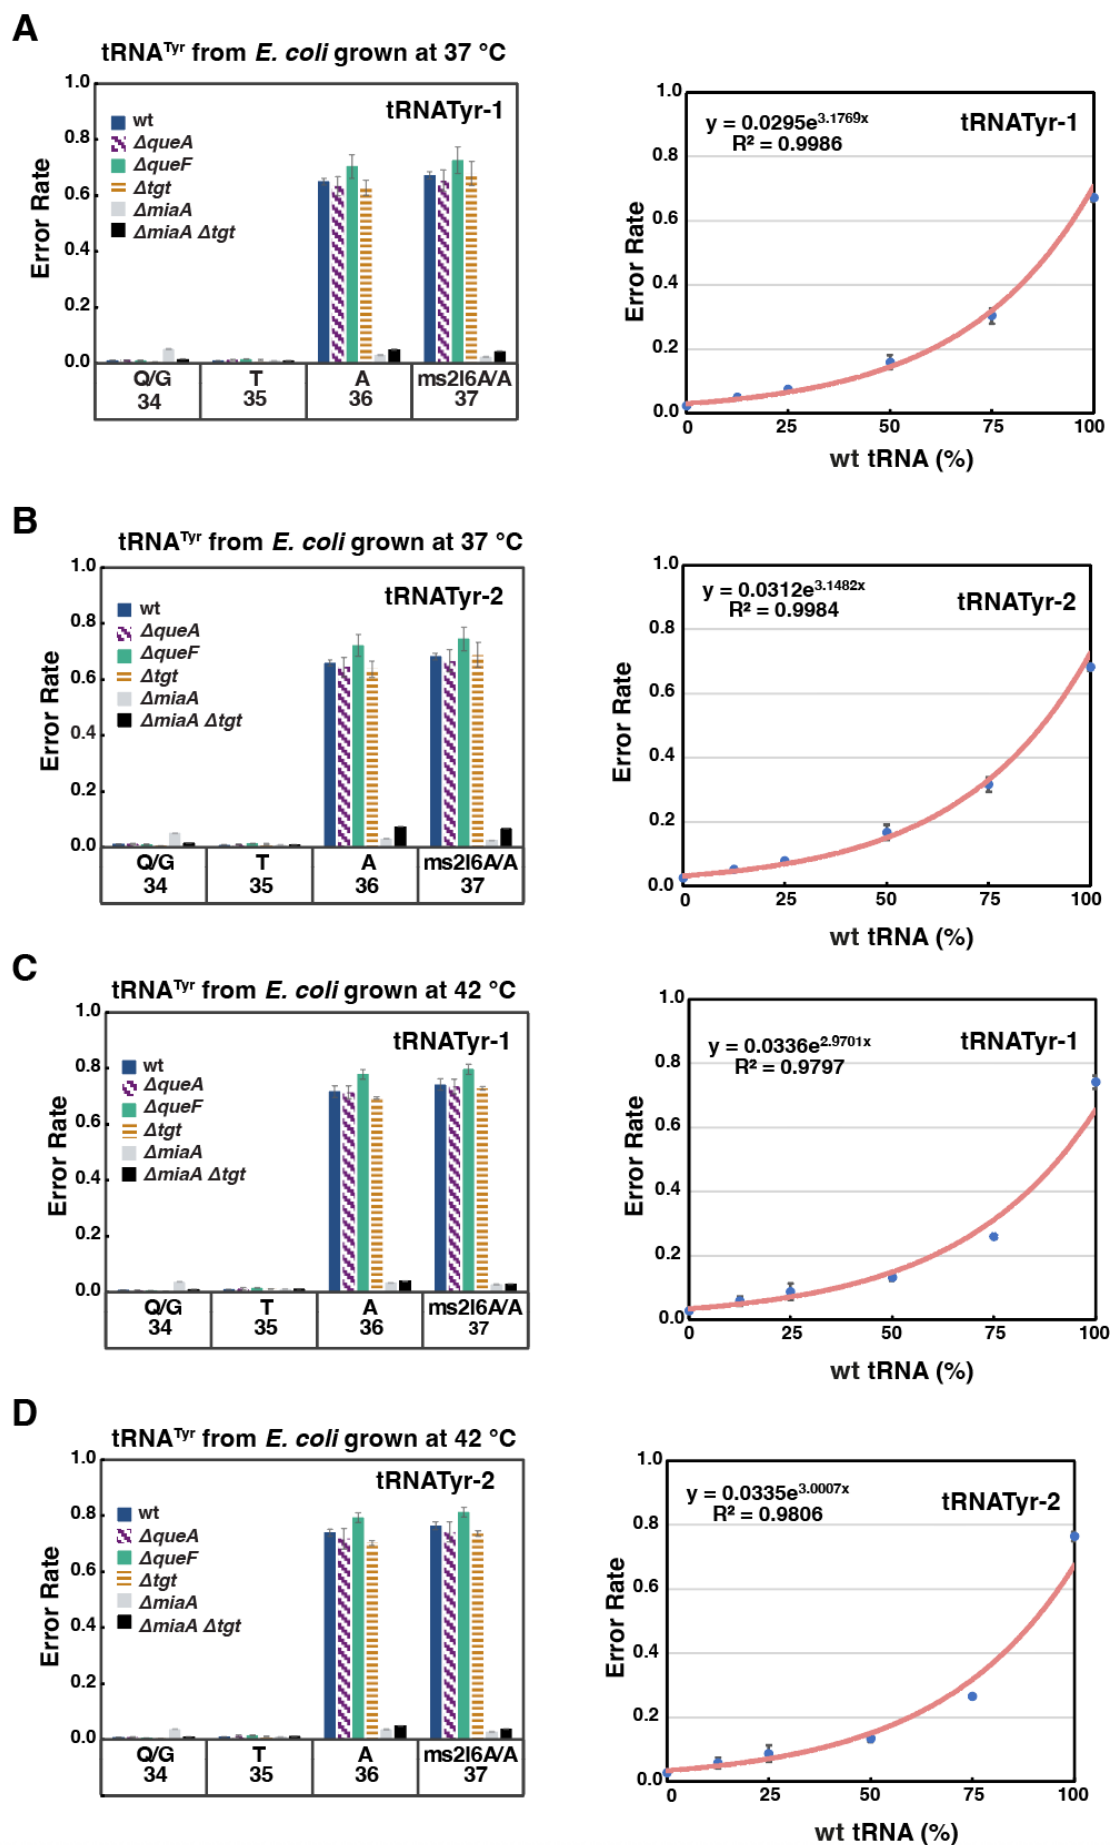

Fig. S8.  $ms^{2i6}A_{37}$  levels in *E. coli* tRNA<sup>Tyr</sup> are unaffected by the modification state at position 34 (unmodified, Q precursors or Q). Error rates attributable to  $ms^{2i6}A$  remain consistent between wt and Q-biosynthesis pathway mutants in both tRNA<sup>Tyr</sup> isodecoders, regardless of cultivation at 37°C (A and B) or 42°C (C and D). In *E. coli*, the tRNA<sup>Tyr</sup> position 34 contains Q in the wt strain, preQ<sub>1</sub> in the  $\Delta queA$ , preQ<sub>0</sub> in the  $\Delta queF$ , and G in the  $\Delta tgt$  strain. (A), (B), (C) and (D) Left: Error rate profiles of tRNA<sup>Tyr</sup>. Error rate profiles were obtained from small RNA samples reverse transcribed with engineered RT-KTq I614Y in the presence of reduced dTTP to enhance misincorporation, followed by PCR and high-throughput sequencing. Data represent the mean  $\pm$  SD of three biological replicates per sample. Right: Exponential fit (red curve) between the error rate at position 37 and the proportion of wt-derived small RNAs in the calibration mixtures. Calibration samples, generated by mixing RNA from wt and  $\Delta miaA$  at the indicated ratios, were used to establish a quantitative relationship between error rate and relative  $ms^{2i6}A$  levels (normalized to that in wt).

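In tRNA Tyr-2 at 37°C, the error rate at A37 was 68.2% ± 1.14 in wt, 66.7% ± 3.91 in ΔqueA, 74.5% ± 4.28 in ΔqueF and 68.8% ± 4.48 in Δtgt (SD, n = 3 libraries each). At 42°C it was 76.3% ± 1.42 in wt, 74.2% ± 3.50 in ΔqueA, 81.3% ± 1.72 in ΔqueF and 73.6% ± 1.03 in Δtgt (SD, n = 3 each). Over both temperatures the differences from wt were -1.07 points in Δtgt and -1.83 points in ΔqueA (exact permutation tests stratified by temperature, two-sided, p = 0.5 and 0.31, adjusted p = 0.6 for both). ΔqueF was 5.60 points above wt (exact permutation test, p = 0.005, adjusted p = 0.03, and p = 0.1, the smallest possible, with 3 units per strain), and ΔmiaA differed by -69.7 points (exact permutation test, p = 0.005). With called bases only, Δtgt was 4.14 points above wt (exact permutation test, adjusted p = 0.06) and ΔqueF 2.01 points (exact permutation test, adjusted p = 0.168). ΔqueA then had 10.8% ± 1.69 against 11.4% ± 1.50 in wt at 37°C (SD, n = 3 each). At 42°C it had 13.4% ± 1.56 against 14.6% ± 1.32 (SD, n = 3 each). Whether a difference at A37 changes with temperature was tested as an interaction of strain and temperature in limma on log2 odds, chosen after the result was seen. The interaction was -0.26 in Δtgt, -0.06 in ΔqueA and -0.03 in ΔqueF (limma unadjusted p = 0.191, 0.786 and 0.902), and -0.42 in ΔmiaA (limma unadjusted p = 0.00178, adjusted p = 0.0732 over 61 positions). In percentage points, the ΔmiaA interaction was -7.83 (limma adjusted p = 0.000603), with a wt rate that is itself higher at 42°C.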

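The read-out at position 34 differed between the strains in tRNA Tyr-1. At 37°C the error rate there was 1.16% ± 0.0542 in wt, 1.17% ± 0.135 in ΔqueA, 0.975% ± 0.193 in ΔqueF and 0.690% ± 0.0434 in Δtgt (SD, n = 3 libraries each). It was 5.16% ± 0.116 in ΔmiaA and 1.56% ± 0.0394 in ΔmiaA Δtgt (SD, n = 3 each). Over both temperatures, wt was 0.413 percentage points above Δtgt, and ΔmiaA was 3.14 points above ΔmiaA Δtgt (exact permutation tests stratified by temperature, two-sided, p = 0.005 each, the smallest possible, and p = 0.1 each with 3 units per strain, again the smallest possible). In tRNA Tyr-2 the same differences were 0.420 and 3.07 points (exact permutation tests, p = 0.005 each). Over the 61 positions between the primers, limma with Benjamini-Hochberg adjustment called 3 positions in Δtgt against wt. G34 fell by 0.82 and T33 fell by 0.30 on the log2 scale, while T35 was higher by 0.38 (limma adjusted p = 0.000199, 0.00361 and 0.00646). It called T35, A36 and A37 in ΔqueF, higher by 0.62, 0.42 and 0.42, and 0 positions in ΔqueA, where 6 had an unadjusted p under 0.05. Limma with called bases only found G34 and T33 in Δtgt (fell by 1.27 and 0.36, adjusted p = 0.00015 and 0.00832). It called neither T35 (-0.05, adjusted p = 0.921) nor A37 (0.48, adjusted p = 0.139) in Δtgt. In ΔqueF it then called G34, which fell by 1.03, and A36, higher by 0.45 (limma adjusted p = 0.0196 each). It called neither T35 (-0.04, adjusted p = 0.874) nor A37 (0.21, adjusted p = 0.579) in ΔqueF. In ΔqueA it then called 0 positions, and 7 had an unadjusted p under 0.05. With same-numbered libraries of both temperatures as correlated units, limma no longer called A37 in ΔqueF (adjusted p = 0.0545).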

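The curves y = a·exp(k·x) were fitted here by least squares on the logarithm of the group means at 0, 12.5, 25, 50, 75 and 100% wt RNA, from 18 libraries for each temperature. At 37°C, k was 3.18 in tRNA Tyr-1 and 3.15 in tRNA Tyr-2, a was 2.95% and 3.12%, and R² was 0.994 and 0.992. At 42°C, k was 2.97 and 3.00, a was 3.36% and 3.35%, and R² was 0.969 and 0.970. The tRNA Tyr-1 mixtures had an error rate at A37 of 15.9% ± 2.16 at 50% wt RNA and 30.3% ± 2.39 at 75% wt RNA at 37°C (SD, n = 3 libraries each). At 42°C they had 13.2% ± 0.976 and 25.8% ± 0.537 (SD, n = 3 each). The 42°C curve of tRNA Tyr-1 reaches 65.4% at 100% wt RNA.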

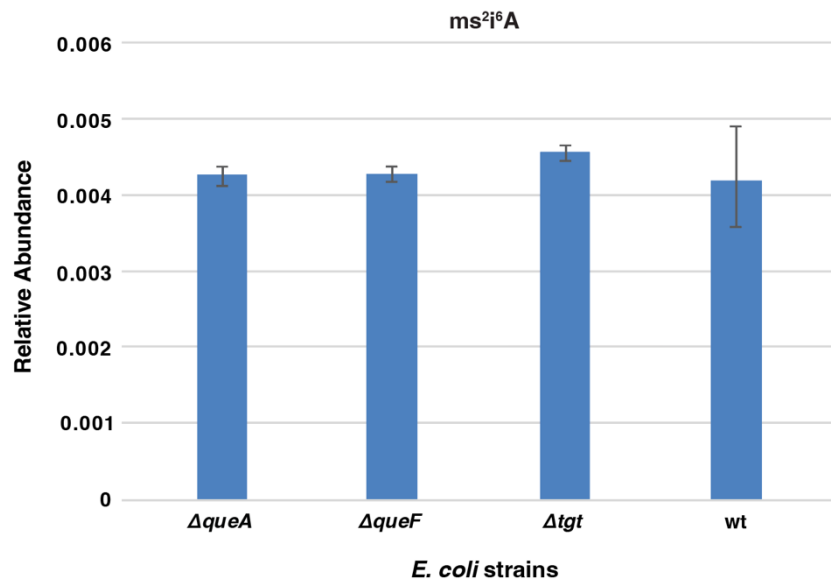

Fig. S9. LC-MS/MS nucleoside analysis of  $ms^{2i6}A$  levels in *E. coli* wt and strains with defects in Q biosynthesis. Deletion of *tgt* (loss of Q34) or other Q biosynthesis genes in *E. coli* did not affect the overall cellular levels of  $ms^{2i6}A$  compared with wt (n = 3 biological replicates, bars give standard error of the mean).

## References

1. Sansonetti, P.J., Kopecko, D.J. and Formal, S.B. (1982) Involvement of a plasmid in the invasive ability of *Shigella flexneri*. *Infect Immun*, **35**, 852-860.
2. Dixit, S., Kessler, A.C., Henderson, J., Pan, X., Zhao, R., D'Almeida, G.S., Kulkarni, S., Rubio, M.A.T., Hegedusova, E., Ross, R.L. *et al.* (2021) Dynamic queuosine changes in tRNA couple nutrient levels to codon choice in *Trypanosoma brucei*. *Nucleic Acids Res*, **49**, 12986-12999.

How the deposited data were processed for this re-analysis (not part of the article)

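The deposited data cover reverse transcription and amplicon sequencing of tRNA Tyr in 97 libraries with 194 files, 1 file for each library and each of 2 isodecoders. S. pombe wt and tit1Δ were grown with or without queuine and their RNA was treated with iodine, E. coli wt and 5 mutants were grown at 37°C and 42°C, and mixtures of RNA with and without the modification at position 37 serve for calibration. Samples were grouped by the labels and the paper's methods. The labels of the S. pombe mixtures name another second strain in the title than in the strain field. The strain field and the methods both give tit1Δ, which was used. The methods call the S. pombe supplement queuosine while the figure legends and labels call it queuine. Queuine is used here.

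The authors sorted reads by barcode, selected them for quality with custom scripts, aligned them with Bowtie2 to a reference of isodecoders with primer regions, and deposited counts from CoverageAnalyzer: the reads covering each position and the reads with each of the 4 bases. Their deposited mismatch ratio is a fraction between 0 and 1 for each position. Versions are not named in the paper's text, and neither is a removal of PCR duplicates. Barcoded libraries were pooled before sequencing, in amounts that the paper's text does not give. The deposited ratio equals 1 minus the reference base's counts over the coverage at each of the 10798 positions compared, with a largest difference of 9.97e-15 percentage points. At 34 positions the base counts exceed the coverage, by at most 9 reads. No pair of files was identical (0), and the lowest chi-square per position between replicates was 1.22, so each library was counted as its own replicate. In E. coli, however, same-numbered libraries of one strain or mixture at 37°C and 42°C deviate together: over positions their mean correlation was 0.448 in tRNA Tyr-1 and 0.452 in tRNA Tyr-2, against -0.214 and -0.210 for different numbers. Neither the labels nor the paper's text say what they share.

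The analysis starts from these counts. The error rate is the deposited ratio in percent, in which reads without a base at a position count as errors. Error rate, comparisons, tests, calibration fits, the position scan and the rule for the positions named were set before the data were examined, and in that plan the error rate was the share of other bases among called bases, with reads without a base as an alternative. The 2 definitions were then exchanged, after the files had been seen, because the deposited column is the authors' own measure and the study's figures follow it. The exchange matters. At A37 the planned definition gives far lower rates, no longer calls ΔqueF against wt, and calls Δtgt against wt in tRNA Tyr-1 by the exact test. Limma gave that Δtgt difference the same direction but did not call it after adjustment over 61 positions. Both are given at A37 and in the position scans for S. pombe wt+q and the E. coli Q mutants, and not for every other comparison. Another 6 alternatives were added after the data were seen.

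Groups of 3 libraries were compared by exact permutation tests, two-sided, for which the smallest p is 0.1. E. coli comparisons were stratified by temperature with 400 arrangements and a smallest p of 0.005, adjusted by Benjamini-Hochberg over the Q mutants and isodecoders. Calibration curves were exponential, by nonlinear least squares on libraries in S. pombe and by least squares on the logarithm of group means in E. coli. The paper's text names an exponential fit without the algorithm. The position scan used limma on log2 odds of error with 0.5 added to the counts of errors and matches, at positions between the primers (61 in E. coli, 47 in S. pombe) with at least 100 reads in every library, tRNA Tyr-1 only, temperature as a covariate in E. coli, and an adjusted p threshold of 0.05. Interactions of strain with temperature, and of the 2 deletions in ΔmiaA Δtgt, were fitted in the same way for both isodecoders, also in percentage points, and were chosen after the results were seen. Positions named are 34 to 37 and, from each scan, at most 5 others with the largest change among those called whose groups do not overlap. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and statmod 1.5.0.

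The tests were tested on simulated data. The exact test gave the p-value of scipy's in 50 simulations, with a largest difference of 0. The stratified test gave p under 0.05 in 6.75% of 400 simulations without a difference. As that seemed high, 4000 further simulations were run, and they gave 4.4%. These took the 2 temperatures as independent. With the correlations seen in E. coli, 4000 simulations each gave 6.45% and 5.475% at the values of A37 in the 2 isodecoders, 6.9% and 9.55% at those of G34, and 18.75% at that of the isodecoder ratio, which is therefore tested only with 3 units per strain. In the scan, 10 changed positions with a true log2 change of 2 were recovered at 100% over 20 simulations of each comparison, apart from S. pombe wt+q against wt−q, where 68.5% were recovered at the low depth of wt+q. The changes called in Δtgt and ΔqueF are smaller than 2, and recovery at such sizes was not simulated. The simulated spread between libraries was fixed and not taken from the data. As the wt+q libraries differ by more than counting error, 68.5% may be too high.

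Depth sets the precision. The S. pombe wt+q libraries hold 231 to 3756 reads, so single values have wide 95% Wilson intervals. The alternatives were called bases only, both isodecoders pooled, subtraction of the rate of the strain without the modification at 37, log2 odds, a replicate block, same-numbered libraries of both temperatures as 1 unit, other curves and fits, position 36, another minimum of reads, another added count, a quasi-binomial model, and leaving out each library or replicate. Intron-containing tRNA Tyr and the mass spectrometry are not analysed here. The genes behind the E. coli isodecoders are not named, since the files do not pair isodecoder numbers with genes.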

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

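The comparisons at position 34 and the position scan were planned, and the other tests in this part were chosen only after the result was seen, including the test of the difference between effects at G34, the tests of the isodecoder ratio, the splits of the libraries and the fits with same-numbered libraries of both temperatures as units.

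In S. pombe, the paper's text does not discuss position 33, which had a high error rate wherever cells had grown with queuine. In tRNA Tyr-1, T33 had an error rate of 10.2% ± 1.48 (SD, n = 3 libraries) in tit1Δ+q against 1.04% ± 0.0614 in tit1Δ−q, and limma called it with a log2 odds difference of 3.42 (adjusted p = 8.21e-08). In wt+q it was 4.38% ± 2.17 against 0.783% ± 0.0575 in wt−q (limma log2 odds difference 2.44, adjusted p = 0.00972). With called bases only, T33 was called in tit1Δ+q (limma adjusted p = 1.96e-06) and not in wt+q (limma adjusted p = 0.143). In wt+q the libraries had 2.45%, 6.72% (119 reads) and 3.95% in tRNA Tyr-1, while in tRNA Tyr-2 the second of them had 0 errors in 112 reads, which allows an error rate of up to 2.68%, for counting error only. A random grouping is hard to test with 3 libraries against 3: 1 of the 10 splits of the 6 libraries, the real one, gave as many positions with an adjusted p under 0.05, both for tit1Δ+q against tit1Δ−q and for wt+q against wt−q, and no share under 0.1 is possible. In E. coli, where Q34 is present in wt and absent in Δtgt, T33 fell by 0.30 on the log2 scale without Q34, and in ΔmiaA Δtgt against ΔmiaA it fell by 0.32 (limma adjusted p = 0.00361 and 0.000212). In the scan of Δtgt, 1 of 100 splits of the 12 libraries gave as many positions, and 2 of the 10 splits that keep same-numbered libraries together did. A candidate explanation is that the polymerase misreads the base after Q34, which stays a hypothesis.

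The effect of Q34 on the error rate at G34 of E. coli tRNA Tyr-1 differed with the state of A37. Without ms2i6A37 (ΔmiaA against ΔmiaA Δtgt) loss of Q34 changed it by -3.14 percentage points, and with it (wt against Δtgt) by -0.413, a difference of 2.73 points. On the log2 odds scale the effects were -1.82 and -0.82. Their difference of 1.01 was tested as an interaction of the 2 deletions in limma over the 24 libraries, with temperature as a covariate, and had an adjusted p of 2.19e-07 over 61 positions (4.26e-09 in percentage points). With same-numbered libraries of both temperatures as correlated units the adjusted p was 1.44e-07. One technical explanation is that only reads with a base at 37 carry the signal. It predicts -1.07 points where -0.413 was observed, and the largest difference between any pair of libraries was -0.577 at 37°C against -1.33 predicted, and -0.569 at 42°C against -0.802, which argues against it as the whole source. Whether a modified A37 changes the reading of Q34 by the polymerase, or tRNA with and without Q34 is amplified unequally, was not tested.

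The number of tRNA Tyr-2 reads per tRNA Tyr-1 read was low in ΔmiaA Δtgt, a ratio the paper does not report. Its difference from ΔmiaA was -0.379 (exact permutation test with same-numbered libraries of both temperatures as 1 unit, p = 0.1, the smallest possible with 3 units against 3, adjusted p = 0.167 over 5 comparisons). All 6 ΔmiaA Δtgt libraries had ratios from 0.445 to 0.546, and the 54 other E. coli libraries from 0.672 to 1.43. Reads assigned to the wrong isodecoder argue in the other direction: the tRNA Tyr-2 base was found in 1.45% of tRNA Tyr-1 reads of ΔmiaA Δtgt and in 2.42% in ΔmiaA. Depth does not explain it either, since the 14 other libraries with a depth in the same range had ratios of at least 0.687 and at most 0.975. What stays open is a lower amount of tRNA Tyr-2 in this strain, a change in its tRNA Tyr genes, or a library step shared by its libraries. None of these was tested.

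In ΔmiaA against wt, 29 positions outside 34 to 37 had an adjusted p under 0.05 (limma), of 32 in all, 26 of them higher in ΔmiaA. Outside the positions the study draws, the largest changes with groups that do not overlap included A31 (1.48 on the log2 scale, adjusted p = 1.69e-11) and G42 (0.97, adjusted p = 5.44e-09). Of 100 splits of the 12 libraries, 1, the real one, gave as many positions, and so did 1 of the 10 splits that keep same-numbered libraries together, where no share under 0.1 is possible. With called bases only, 25 positions were called, of which 21 were also called with reads without a base counted. Reads without a base at 36 and 37 can shift an alignment next to them, and a higher depth in ΔmiaA lowers the noise. Neither was tested, and no biological explanation was tested.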

How the results depend on the processing

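The alternatives for called bases in the levels and in the position scan, for reads pooled before reading off, for levels read off the curve of their own replicate number and for same-numbered libraries of both temperatures as 1 unit were chosen only after the data were seen, and so was the exchange of the 2 definitions of the error rate. The other alternatives were planned.

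Over 336 values of 24 differences between groups, 309 kept direction and side of the threshold, 22 lost the threshold and 5 reversed. Of 196 values of 14 levels, 145 moved by less than 1 SD of the replicates and 51 by more. Of 84 counts of called positions, 70 stayed within 1.5 times and 14 did not. Of 180 strain means, 130 stayed within 1 SD and 50 did not. In S. pombe no test can pass the threshold with 3 libraries against 3, so only direction is compared there. The A37 difference of wt+q from wt−q stayed negative under each alternative run.

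With called bases only, which is the definition first planned, the Δtgt difference from wt at A37 reversed to 4.27 points in tRNA Tyr-1 (exact permutation test, adjusted p = 0.03) and 4.14 in tRNA Tyr-2 (exact permutation test, adjusted p = 0.06). Limma on log2 odds also had a rise in tRNA Tyr-1 (limma unadjusted p = 0.00911), not called after adjustment over 61 positions (adjusted p = 0.139). ΔqueF was no longer called, at 1.80 and 2.01 points (exact permutation tests, adjusted p = 0.168 each). Over the alternatives that left out a library, the adjusted p of ΔqueF in exact permutation tests was 0.015 to 0.09. The levels also moved. In S. pombe tRNA Tyr-1 the wt+q level was 93.3%. In E. coli, Δtgt, ΔqueA and ΔqueF had 133%, 108% and 120% in tRNA Tyr-1 and 133.6%, 111% and 121% in tRNA Tyr-2 at 37°C. At 42°C they had 135.0%, 122% and 134% in tRNA Tyr-1 and 135.3%, 126% and 135% in tRNA Tyr-2. The wt libraries themselves then read off at 114% in both isodecoders at 37°C, and at 128% in tRNA Tyr-1 and 130% in tRNA Tyr-2 at 42°C. The scan of S. pombe wt+q against wt−q called 0 positions, with 8 at an unadjusted p under 0.05. The exchange itself shows the cause: at A37 of strains with the modification most errors are reads without a base.

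After subtraction of the strain without the modification at 37, the position 34 difference of S. pombe wt+q from wt−q reversed to -4.01 points in tRNA Tyr-1 and -3.92 in tRNA Tyr-2. By construction the tit1Δ+q rate at 34 subtracted from wt+q is larger than the tit1Δ−q rate subtracted from wt−q.

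Replicate numbers do not pair the strains within a temperature: libraries with the same number had mean correlations of their deviations of -0.040 in S. pombe strains, 0.152 in its mixtures, and -0.034 and -0.061 in E. coli strains at 37°C and 42°C, each with negative values among the pairs. With the replicate block, the ΔqueF differences were 5.48 and 5.60 points as without it, with an exact p of 0.03125, the smallest possible, and an adjusted p of 0.09375. As the p could not be smaller, this says nothing about the ΔqueF difference. With that block the scan of ΔmiaA Δtgt against ΔmiaA called 4 positions in place of 10. In the S. pombe mixtures, replicate 3 had the lowest ratio of tRNA Tyr-2 to tRNA Tyr-1 reads at 7 of 7 shares with 3 libraries, so these libraries are not fully independent either. No test between groups rests on them.

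Same-numbered E. coli libraries of one strain deviate together at 37°C and 42°C. Taken as 1 unit, they leave 3 units per strain and a smallest exact p of 0.1, so these differences could not pass the threshold: 5.48 and 5.60 points for ΔqueF, -68.1 and -69.7 for ΔmiaA, 3.14 and 3.07 for ΔmiaA minus ΔmiaA Δtgt at G34, and 0.413 and 0.420 for wt minus Δtgt at G34, each with an exact p of 0.1. In limma with correlated units, the scans called 3 positions in Δtgt, 0 in ΔqueA with 4 at an unadjusted p under 0.05, 2 in ΔqueF, 29 in ΔmiaA and 11 in ΔmiaA Δtgt against ΔmiaA. Among those lost is A37 of ΔqueF (limma adjusted p = 0.0545).

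With the other fitting algorithm, the S. pombe tRNA Tyr-2 level was 76.0%. The E. coli levels of Δtgt, ΔqueA and ΔqueF were 100.3%, 99.3% and 103% in tRNA Tyr-2 at 37°C, and at 42°C 99.9%, 100.1% and 102% in tRNA Tyr-1 and 99.4%, 99.6% and 102% in tRNA Tyr-2. With an offset they were 100.4%, 99.3% and 103% in tRNA Tyr-2 at 37°C, and at 42°C 99.6%, 99.8% and 102% in tRNA Tyr-1 and 99.2%, 99.4% and 102% in tRNA Tyr-2. With the curve for 2 read populations, ΔqueA at 37°C had 99.3% in tRNA Tyr-2. At 42°C Δtgt, ΔqueA and ΔqueF had 99.7%, 99.8% and 101.2% in tRNA Tyr-1 and 99.4%, 99.5% and 101.05% in tRNA Tyr-2. With piecewise linear interpolation at 42°C they had 99.3%, 99.3% and 100% in tRNA Tyr-1 and 98.6%, 98.7% and 100% in tRNA Tyr-2, where 100% is the highest value it can give. With position 36 at 42°C, Δtgt, ΔqueA and ΔqueF had 105%, 106% and 109% in tRNA Tyr-1, and Δtgt and ΔqueF 104.0% and 108% in tRNA Tyr-2. With both isodecoders pooled, Δtgt in tRNA Tyr-1 at 42°C had 103%. The cause was not tested.

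With isodecoder tRNA Tyr-2, the scan called 6 positions in ΔqueF against wt and 3 in S. pombe wt+q against wt−q. With the quasi-binomial logistic model it called 6 in ΔqueF against wt and 6 in tit1Δ−q against wt−q. The cause was not tested.

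Leaving out each library in turn, the ΔqueF difference was 4.45 to 6.75 points in tRNA Tyr-1 and 4.58 to 6.72 in tRNA Tyr-2, and the call was lost in 10 of 24 fits, each without a wt library. The Δtgt difference in tRNA Tyr-1 was -1.52 to 0.611 points, where the positive value is without Δtgt replicate 3 at 37°C (exact permutation test, p = 0.73). In tRNA Tyr-2 it was -2.26 to -0.0311 points (exact permutation tests, adjusted p = 0.08 to 0.995). The ΔqueA difference was -1.97 to -0.113 points in tRNA Tyr-1 and -2.66 to -0.702 in tRNA Tyr-2 (exact permutation tests, adjusted p = 0.22 to 0.88). Leaving out each replicate, the scans called 1 to 2 positions in Δtgt, 1 to 3 in ΔqueF, 3 to 6 in ΔmiaA Δtgt against ΔmiaA, 2 to 9 in wt+q, and 6 to 14 in tit1Δ−q. Fewer libraries enter these fits.

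A minimum of 1000 reads in every library was not possible for S. pombe wt+q. Subtraction of the strain without the modification at 37 was not run where that strain is itself compared. The depth of S. pombe wt+q limits its values at T33, G34 and with called bases, where single libraries hold few errors.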

Differences from the paper's values

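Of the 15 values set beside the paper's, 0 were counted as differing with the deposited error rate, within a tolerance that is not given here. With the definition fixed before the data were examined, called bases only, those of the error rate would differ: the A37 error rate of S. pombe wt+q would be 2.34% against the paper's 22%, and that of wt−q 4.65% against about 82% in Fig. 4B, read by eye. For E. coli tRNA Tyr-1 at 37°C it would be 11.4% against about 67% for wt, 13.1% against about 73% for ΔqueF and 17.8% against about 68% for Δtgt, and at 42°C 13.7% against about 74% for wt and 15.6% against about 80% for ΔqueF, all in Fig. S8, read by eye. The deposited error rate gives 24.8%, 82.2%, 67.1%, 72.6%, 67.8%, 74.2% and 79.7% for the same groups. It took the place of the planned definition after the data were seen. Values not counted as differing were not all equal to the paper's, and the tolerance is wide. With the other fitting algorithm, an R² of 0.802 in S. pombe tRNA Tyr-2 against the paper's 0.9787 was not counted as differing either. The count of 0 thus says little about closeness. The S. pombe wt+q rate was 24.8% against 22%. The R² of the S. pombe exponential fits was 0.973 against 0.9825 in tRNA Tyr-1 and 0.971 against 0.9787 in tRNA Tyr-2. Fitted to group means in place of libraries, the tRNA Tyr-1 curve had an R² of 0.9825.

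The paper states that Q biosynthesis mutants do not alter the ms2i6A37 level in E. coli. Its mass spectrometry of nucleosides, not analysed here, also found overall ms2i6A in these mutants unaffected. An error rate is not a level. Read off the curve in tRNA Tyr-1, ΔqueF had 100.8% ± 2.05 against 98.4% ± 0.609 in wt at 37°C. At 42°C it had 107% ± 0.812 against 104% ± 0.937 (SD, n = 3 libraries each). Here ΔqueF had an error rate at A37 above wt by 5.48 points in tRNA Tyr-1 and 5.60 points in tRNA Tyr-2 (exact permutation tests stratified by temperature, adjusted p = 0.045 and 0.03). It was not called with called bases only or with some wt libraries left out. The test counts the libraries of the 2 temperatures as independent, and with same-numbered ones as 1 unit no p under 0.1 is possible. With called bases only, Δtgt was 4.27 points above wt in tRNA Tyr-1 (exact permutation test, adjusted p = 0.03). Limma on log2 odds had the same direction (limma unadjusted p = 0.00911) but did not call that rise after adjustment over 61 positions (adjusted p = 0.139).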

Other observations

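The test of the curved calibration was planned at G34. The other tests in this part, with the sites T35, A31 and G42 of that test, the splits of the libraries and the fits with same-numbered libraries of both temperatures as units, were chosen only after the result was seen.

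The lower error rate at A37 of S. pombe wt+q was weighed against technical sources. Counting noise is too small: the highest Wilson upper bound of a wt+q library in tRNA Tyr-1 is 40.4%, and the lowest lower bound of a wt−q library is 76.0%. Reads that strayed from other libraries of the pool could lower the rate of libraries as small as these. Strays beside own reads that are read as in wt−q are argued against by the reads without a base, whose ratio of T35 to A37 was at least 0.130 in wt+q and at most 0.0575 in the 24 libraries of wt−q and mixtures with at least 50% wt RNA. In tit1Δ+q that ratio was 0.143 to 0.180 and in tit1Δ−q 0.0927 to 0.121, but their reads add few without a base at T35, at most 0.146% of reads. No mix of reads with the profiles of the other libraries could give more than 1.18%, 1.02% and 2.45% of reads without a base at T35 at the A37 values of the wt+q libraries, which had 2.19%, 3.36% (119 reads) and 5.65% in tRNA Tyr-1, with Wilson lower bounds of 1.49%, 1.31% and 4.74%. In tRNA Tyr-2 the lower bound of the library with 112 reads, 0.491%, is under its limit of 0.630%, and those of the other 2 libraries are above theirs. Strays in equal numbers per library would be at most 10.4% of the tRNA Tyr-1 reads of replicate 1, where 95.0% would be needed, and at most 5.6% in replicate 3, where 64.6% would be needed. Strays in numbers that differ between libraries cannot be told apart from a lower i6A37 level, because the profile of fully modified tRNA with Q34 is not known here. If own reads of such tRNA lack a base at T35 more often than those of wt−q, the ratio and the limits above do not exclude strays. Taken from the A37 values, with own reads as in wt−q there, they would have to be 95.0%, 98.8% and 64.6% of the tRNA Tyr-1 reads of the libraries, and 93.5%, 99.5% and 75.0% in tRNA Tyr-2.

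The mean ratio of reads without a base at T35 to those at A37 in wt+q, 0.172, is consistent with a different read-out of i6A37 beside Q34. No wt−q library or mixture had a ratio of that size. The tit1Δ+q libraries did without i6A37, yet with at most 0.146% of reads without a base at T35, so reads like theirs mixed with reads like those of wt−q do not reach the wt+q values. Whether such a read-out lowers the error rate at A37, and so the level read from mixtures without Q34, was not tested, as there are no mixtures with Q34. If the reads of wt+q with a base at 37 all came from Q34 tRNA without i6A37, their T33 error rate should reach that of tit1Δ+q. With all T33 errors counted as theirs, which gives an upper limit, it was 5.71% in tRNA Tyr-1. The highest library, which rests on 119 reads, had 7.84%, against at least 8.73% in the tit1Δ+q libraries. In tRNA Tyr-2 the limit was at most 4.61% against at least 7.08%. The same measure gave 4.32% in wt−q, which has no Q34 and a T33 error rate of 0.783% in tRNA Tyr-1. That the limits in wt+q lie under the tit1Δ+q values argues against that origin for all of these reads. The lower level remains open as the biological explanation.

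A hypothesis for the convex calibration curves is that RNA without the modification at 37 is amplified more than RNA with it, so that mixtures hold 2 read populations in other shares than the RNA. It predicts that the error rate at G34 follows that at A37 along a straight line over the mixtures. Of 98 library values at G34, 87 lay closer to the line in the A37 error rate than to the line in the share of wt RNA, with a lower root mean square deviation in 6 of 6 settings (0.162 to 0.403 against 0.838 to 1.16 percentage points). At T35, A31 and G42, 119 of 146 values did so. T35 of S. pombe, with 25 of 25 values in each isodecoder, cannot decide this. Its reads without a base keep a steady ratio to those at A37, 0.0471 to 0.0613 in the tRNA Tyr-1 mixtures. At A31 of E. coli, 6 of 12 values did so at 37°C and 12 of 12 at 42°C, in each isodecoder. At G42 it was 7 to 10 of 12. The G34 result cannot by itself decide for unequal amplification. In S. pombe tRNA Tyr-1 the G34 error rate was 3.96% in tit1Δ−q and 1.22% in wt−q. Reads without a base at 37 made up 0.651% and 81.4% there. If such reads seldom carry an error at G34, G34 follows A37 along a line whatever bends the curves. Whether both occur in the same read is not known from these counts. A curve for 2 populations had an R² of 0.989 and 0.990 in S. pombe, and 11.8 and 14.8 times as much product from RNA without the modification. In E. coli the factor was 3.90 and 3.73 at 37°C and 5.99 and 6.04 at 42°C. The S. pombe wt+q level was 80.7% and 79.0% with this curve.

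The higher A37 error rate of ΔqueF was weighed against depth and read-out. After the trend of the error rate with depth in wt, Δtgt and ΔqueA was taken out, 5.05 of 5.48 points were left in tRNA Tyr-1 and 4.76 of 5.60 in tRNA Tyr-2. With depth as a covariate in limma over 24 libraries, with same-numbered libraries of both temperatures as correlated units, ΔqueF was higher at A37 by 0.37 and 0.36 on the log2 scale (adjusted p = 0.0446 and 0.0379) and by 4.82 and 4.55 points (limma adjusted p = 0.0971 and 0.119). The trend is small, but these tests leave a part of depth open. The paper's mass spectrometry, which needs no reverse transcription, found overall ms2i6A in the Q mutants unaffected. It covers total tRNA, not tRNA Tyr alone, and is not analysed here. From the reads, a different read-out of ms2i6A37 beside preQ_0_ cannot be told apart from a higher level. T35 was higher in ΔqueF by 0.62 on the log2 scale, and it was also higher in Δtgt by 0.38, whose A37 error rate was not. Neither rise is there with called bases only, where T35 had -0.04 in ΔqueF and -0.05 in Δtgt (limma adjusted p = 0.874 and 0.921), so it lies in reads without a base. Of 100 splits of the 12 libraries, 3 gave as many positions in the scan of ΔqueF, and 2 of the 10 splits that keep same-numbered libraries together did, where no share under 0.1 is possible. In that of ΔqueA, with 0 positions called and 6 at an unadjusted p under 0.05, 100 of 100 did, which is so whatever the data when 0 are called.

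The A37 error rate was higher in ΔmiaA Δtgt than in ΔmiaA, with 4.39% against 2.35% in tRNA Tyr-1 and 6.80% against 2.47% in tRNA Tyr-2 at 37°C. At 42°C it was 2.90% (2.74 to 3.01 over the libraries) against 2.75% (2.59 to 2.96) in tRNA Tyr-1, which overlap, and 3.87% against 2.76% in tRNA Tyr-2. A candidate explanation is reads from libraries with ms2i6A37. The odds ratio of tRNA Tyr-2 among reads without a base at 37 against the others was 1.73 (1.54 to 1.98 over the 6 libraries) in ΔmiaA Δtgt and 1.04 (0.977 to 1.09) in ΔmiaA (exact permutation test with 3 units per strain, p = 0.1, the smallest possible), and the ratio of tRNA Tyr-2 to tRNA Tyr-1 reads in ΔmiaA Δtgt was 0.804 to 0.913 among reads without a base at 37 and 0.433 to 0.542 among the others. In the scan of ΔmiaA Δtgt against ΔmiaA, 10 positions were called, and 1 of 100 splits gave as many, as did 1 of the 10 splits that keep same-numbered libraries together.

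In S. pombe tit1Δ−q against wt−q the scan called 13 positions, and 1 of the 10 splits of the 6 libraries gave as many, where no share under 0.1 is possible. One of the 13 is nucleotide 28, the site at which the isodecoders differ (C28T), chosen after its values were seen. The base of the other isodecoder was found there in 5.01% of the tRNA Tyr-1 reads in tit1Δ−q and 0.977% in wt−q. In tRNA Tyr-2 reads the base of tRNA Tyr-1 rose too, with 5.80% ± 0.393 in tit1Δ−q and 1.62% ± 0.452 in wt−q (SD, n = 3 libraries each). Errors from C to T cannot give that second rise. Reads assigned to the wrong isodecoder and errors in both directions at that base were not separated.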
